# Molecular Mechanism of the Cell Death Induced by the Histone Deacetylase Pan Inhibitor LBH589 (Panobinostat) in Wilms Tumor Cells

**DOI:** 10.1371/journal.pone.0126566

**Published:** 2015-07-15

**Authors:** Tao Yan-Fang, Li Zhi-Heng, Xu Li-Xiao, Fang Fang, Lu Jun, Li Gang, Cao Lan, Wang Na-Na, Du Xiao-Juan, Sun Li-Chao, Zhao Wen-Li, Xiao Pei-Fang, Zhao He, Su Guang-Hao, Li Yan-Hong, Li Yi-Ping, Xu Yun-Yun, Zhou Hui-Ting, Wu Yi, Jin Mei-Fang, Liu Lin, Ni Jian, Hu Shao-Yan, Zhu Xue-Ming, Feng Xing, Wang Jian, Pan Jian

## Abstract

**Background:**

Wilms tumor (WT) is an embryonic kidney cancer, for which histone acetylation might be a therapeutic target. LBH589, a novel targeted agent, suppresses histone deacetylases in many tumors. This study investigated the antitumor activity of LBH589 in SK-NEP-1 and G401 cells.

**Methods:**

SK-NEP-1 and G401 cell growth was assessed by CCK-8 and in nude mice experiments. Annexin V/propidium iodide staining followed by flow cytometry detected apoptosis in cell culture. Gene expressions of LBH589-treated tumor cells were analyzed using an Arraystar Human LncRNA Array. The Multi Experiment View cluster software analyzed the expression data. Differentially expressed genes from the cluster analyses were imported into the Ingenuity Pathway Analysis tool.

**Results:**

LBH589 inhibited cell proliferation of SK-NEP-1 and G401 cells in a dose-dependent manner. Annexin V, TUNEL and Hochest 33342 staining analysis showed that LBH589-treated cells showed more apoptotic features compared with the control. LBH589 treatment inhibited the growth of SK-NEP-1 xenograft tumors in nude mice. Arraystar Human LncRNA Array analysis of genes and lncRNAs regulated by LBH589 identified 6653 mRNAs and 8135 lncRNAs in LBH589-treated SK-NEP-1 cells. The most enriched gene ontology terms were those involved in nucleosome assembly. KEGG pathway analysis identified cell cycle proteins, including *CCNA2*, *CCNB2*, *CCND1*, *CCND2*, *CDK4*, *CDKN1B* and *HDAC2*, etc. Ingenuity Pathway Analysis identified important upstream molecules: *HIST2H3C*, *HIST1H4A*, *HIST1A*, *HIST1C*, *HIST1D*, histone H1, histone H3, *RPRM*, *HSP70* and *MYC*.

**Conclusions:**

LBH589 treatment caused apoptosis and inhibition of cell proliferation of SK-NEP-1and G401 cells. LBH589 had a significant effect and few side effects on SK-NEP-1 xenograft tumors. Expression profiling, and GO, KEGG and IPA analyses identified new targets and a new “network” of genes responding to LBH589 treatment in SK-NEP-1 cells. *RPRM*, *HSP70* and *MYC* may be important regulators during LBH589 treatment. Our results provide new clues to the proapoptotic mechanism of LBH589.

## Introduction

Wilms tumor (WT) is an embryonic cancer of the kidney composed of blastemal, stromal and epithelial elements. WT is also the most common malignant neoplasm of the urinary tract in children [1]. The overall 5-year survival is estimated as > 80% [4]; however, for individuals, the prognosis is highly dependent on individual staging and treatment. Although WT is almost curable, with long-term survival, the combination of chemotherapy, radiotherapy and surgery often results in severe complications in adulthood [2]. Therefore, decreases the treatment burden and improve outcome of patients are still required [3]. We evaluated the efficacy of LBH589, a histone deacetylases (HDACs) pan inhibitor to inhibit WT development *in vitro* and *in vivo*.

HDACs are a large family of enzymes involved in chromatin remodeling that have crucial roles in numerous biological processes, largely through repressing transcription [4–6]. For its importance in regulating gene expression, histone acetylation is now being investigated as therapeutic targets [7–9]. Different HDAC inhibitors induce cell death of cancer cells with different mechanisms, including alterations of both histone and non-histone proteins and changes in gene expression [10, 11]. 2–10% of important biological processes genes were changed when inhibition of HDACs [12]. In addition to modifying histones, HDACs also target many other non-histone protein substrates to regulate gene expression [13, 14]. Recently, HDACs have received increasing attention because HDAC-inhibiting compounds are being developed as promising anti cancer therapeutics.

Several structurally diverse inhibitors for HDACs which have been developed as anti cancer therapeutic agents *in vitro* and *in vitro*, they cause differentiation, cell cycle arrest or apoptosis [15–19]. Maintenance growth of cell and differentiation is very highly dependent on tight and coordinated transcriptional regulation of genes. Recently, research has led to the development of HDAC inhibitors as novel anticancer agents. In addition to their effect on epigenetic mechanisms, HDAC inhibitors also can change the acetylation state of many cellular proteins involved in oncogenic processes, resulting in antitumor effects [20–23].

HDAC inhibitor LBH589 has demonstrated antitumor activity, including HDACs suppression and induction of tumor cell apoptosis in various human cancer models. In Triple-negative breast cancer (TNBC), LBH589 has anti-proliferative properties in aggressive breast cancer refractory to hormonal therapy [24]. In human renal cell carcinoma, LBH589 caused obvious cell cycle arrest in the G2/M phase and caused cell apoptosis [25]. In prostate cancer, the combined treatment of LBH589 and radiation therapy induced more apoptosis and led to a steady increase of sub-G_1_ population and abolishment of radiation therapy-induced G_2_/M arrest [26]. In the deadliest skin cancer, melanoma, low nanomolar concentration of LBH589 inhibited the growth of all melanoma cell lines [27]. Treatment of high-risk neuroblastoma cell lines with LBH589 resulted in dose-dependent growth arrest and apoptosis[28]. In hepatocellular carcinoma, LBH589 significantly inhibited HCC growth and metastasis *in vitro* and *in vivo* [29]. In oral squamous cell carcinoma, LBH589 induces apoptosis through regulation of specificity protein 1 (Sp1) in oral squamous cell carcinoma cell lines. LBH589 significantly reduced cell growth and the sub-G_1_ cell population and induced apoptosis [30]. In cisplatin- resistance ovarian cancer, a combination of cisplatin and LBH589 could overcome cisplatin-associated resistance in ovarian cancer cells, in the presence of low-dose LBH589 [31]. In small-cell lung cancer (SCLC), multicenter, nonrandomized, phase 2 trials were designed to evaluate the antitumor activity of LBH589 in patients with previously treated SCLC. Modest clinical activity of LBH589 combined with a favorable safety profile in pretreated SCLC patients was observed [32].

Until now, there has been no report of an antitumor effect of LBH589 in WT. The aim of this study was to analyze the antitumor effect and molecular function of LBH589 in human WT cells and in xenograft models.

## Materials and Methods

### Cell and culture conditions

SK-NEP-1 and G401 Human kidney (Wilm's Tumor) cell line obtained from the American Type Culture Collection (ATCC) was maintained in the Maccyo’5 (Life Technologies Inc., Gaithersburg, MD, USA) supplemented with 20% heat-inactivated fetal bovine serum (Invitrogen Co., NY, USA) in a humidified incubator with 5% CO_2_ at 37°C. LBH589 (Cat: S1030 Selleck Chemicals, West Paterson, NJ, USA) was dissolved in DMSO (Cat: D4540 Sigma–Aldrich, St. Louis, MO, USA)

### Cell proliferation

Cell proliferation analysis was introduced before [3]. SK-NEP-1 and G401 cells (2 × 10^4^) were seeded in 96-well plates overnight and incubated with DMSO, 1 nM LBH589, or increasing concentrations of LBH589 (0.01–10.0 μM) for 24 hours. The same volume of DMSO was added to the vehicle treated wells. Each drug concentration was performed at least in four replicate wells. Then, 10 μL CCK8 (Cell Counting Kit-8: CK04-13, Dojindo Molecular Technologies, Inc. Minato-ku, Tokyo; JAPAN) solution was added to each well, incubated at 37°C for 4 h and the optical density (OD) values were measured at 450 nm using a scanning multi-well spectrophotometer (Bio Rad Model 550, Hercules, California; USA). Compared with control group, relative survival rate was calculated from the absorbance values. Cell proliferation was calculated as a percentage of the DMSO- treated control wells with 50% inhibitory concentration (IC_50_) values derived after plotting proliferation values on a logarithmic curve. The IC_50_ of LBH589 inhibitor was calculated by Graph Prism software.

### Cell cycle analysis

Cell cycle analysis was introduced before [3]. Briefly, cells were collected and washed for 5 minutes with PBS by centrifugation at 125 × g. Then, cells were fixed with paraformaldehyde and permeabilized with 0.5% Triton X-100. Next, cells were resuspended in staining solution, 1.5 μmol/L propidium iodide (P4170, Sigma–Aldrich, St. Louis, MO, USA) and 25 μg/ml RNase A and incubated at 37°C for half a hour. The samples (1 ×10^4^ cells) were analyzed by flow cytometry with a Beckman Gallios Flow Cytometer.

### Apoptosis assay

Apoptosis analysis was introduced before [3]. Cellular apoptosis assay was according to the manufactory of BD Annexin V Staining Kit (Cat: 556420, BD Biosciences, Franklin Lakes, NJ USA). Briefly, cells were washed twice with cold PBS and then resuspend in 1× binding buffer at concentration of about 1 × 10^6^ cells/ml. Then 100 μl of the solution (~1 ×10^5^ cells) was transferred to a 5 ml culture tube. Annexin V and PI 5 μl/test was added. Cells were gently mixed and incubated at RT in the dark for 15 min. Then 400 μl of 1× binding buffer was added to each tube. Cells were analyzed by flow cytometry within 1 hour.

### Western blot analysis

Western blot analysis was introduced before [3].Cellular proteins were extracted in 40 mM Tris–HCl (pH 7.4) containing 150 mM NaCl and 1% (v/v) Triton X-100, supplemented with protease inhibitors. Equal amounts of protein were resolved on 12% SDS-PAGE gels, and then transferred to a PVDF membrane (Millipore, Bedford, MA). Blots were blocked and then probed with antibodies against Caspase 3 (1:1000, Cell Signaling Technology, Inc. Danvers, MA), PARP (1:1000, Cell Signaling Technology, Inc. Danvers, MA), RPRM(1:1000, GTX110976, GeneTex, Inc. Irvine, CA, USA), c-Myc (1:1000, Cell Signaling Technology, Inc. Danvers, MA), PRKCA (1:1000, BOSTER, Wuhan, China), DNAJA3(1:1000, GeneTex, Inc. Irvine, CA, USA), acetyl-Histone H3 (Lys9) (1:1000, Cell Signaling Technology, Inc. Danvers, MA), acetyl-Histone H4 (Lys8) (1:1000, Cell Signaling Technology, Inc. Danvers, MA), BCL2 (1:1000, Abcam Trading (Shanghai) Company Ltd. Pudong, Shanghai, China.), Caspase 9 (1:1000, Cell Signaling Technology, Inc. Danvers, MA), Histone H3(1:1000, Santa Cruz Biotechnology, Inc. Dallas, Texas, USA) and GAPDH (1:5000, Sigma, St. Louis, MO). After three times’ washing, blots were then incubated with horseradish peroxidase (HRP) conjugated secondary antibodies and visualized by enhanced chemiluminescence kit (Pierce, Rockford, IL). Protein bands were visualized after exposure of the membrane to Kodak X-ray film.

### Hoechst 33342 staining analysis

Cells were seeded into 6-well plates and then treated with LBH589 (50nM or 100nM) and cultured at 37°C for 24 hours, stained with 0.1 μg/ml Hoechst 33342 (Sigma, St. Louis, MO, USA) for 5 min, then observed with filters for blue fluorescence under fluorescence microscopy (OLYMPUS IX71; Olympus Corporation, Tokyo, Japan). Abnormal nuclear cells were counted between the LBH589 treatment group and DMSO control group.

### Analysis of apoptosis by TUNEL assay

TUNEL is a common method which can detect DNA fragmentation. DNA double-strand breaks happened late in the apoptotic cells and can be assessed using the TUNEL Apoptosis Detection Kit (Cat: KGA704; Kengent, Nanjing, China). TUNEL analysis was introduced before[33]. Apoptotic cells were photographed by fluorescence microscopy (OLYMPUS IX71; Olympus Corporation, Tokyo, Japan).

### Xenograft assays the treatment effect of LBH589 in nude mice

We carried out this study strictly accordant with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol has been approved by the Committee on the Ethics of Animal Experiments of Soochow university (Permit Number: 2013-05-03). The mouse study was ended when tumor growth to sizes up to 4000mm^3^. 1 × 10^7^ SK-NEP-1 cells were subcutaneously injected into five nude mice every group. 10 days after injection, mice were treatment with PBS, DMSO, and LBH589 10mg/kg and 20mg/kg dose three times per week. And the treatment last six weeks. During the six weeks these mice were examined for subcutaneous tumor growth and health condition three times per week. The tumor volumes were calculated according to this formula: volume = length × width^2^/2. After the last treatment, the mice were killed under sodium pentobarbital anesthesia and the tumor weight was measured.

### Analyze the genes and LncRNAs related with LBH589 treatment with LncRNA array (Arraystar Human LncRNA ArrayV3.0)

SK-NEP-1 cells were treated with 100nM LBH589 and control group cells were treated with the same volume of DMSO 24 hours later. Human LncRNA Array analysis was performed by KangChen Bio-tech, Shanghai P.R. China. And experimental details were introduced by Yu et al [34]. Briefly, RNA purified from total RNA after removal of rRNA was amplified and transcribed into fluorescent cRNA and cDNA was labeled and hybridized to the Human LncRNA Array v3.0 (8660 K, Arraystar). 30,586 LncRNAs and 26,109 coding transcripts which collected from the most authoritative databases such as RefSeq, UCSC, Knowngenes, Ensembl and many related literatures can be detected by the microarray.

### Gene ontology analysis and KEGG pathway analysis

Gene ontology (GO) analysis functionally analyze the differentially expressed genes with GO categories which were derived from Gene Ontology (http://david.abcc.ncifcrf.gov/summary.jsp). Pathway analysis of the differentially expressed genes was performed based on the latest Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg). We performed ontologic pathway enrichment analysis for the differently expressed genes and gene product enrichment with particular attention to GO biological processes and molecular function (*P*-value ≤ 0.05).

### Ingenuity pathway analysis (IPA)

Our datasets representing genes with altered expression profile derived from array analyses were imported into the Ingenuity Pathway Analysis Tool (IPA Tool; Ingenuity H Systems, Redwood City, CA, USA; http://www.ingenuity.com).

IPA analysis was introduced before [3]. IPA Tool allows the identification of biological networks, global functions and functional pathways of a particular dataset.

### Real-time PCR analysis certification of dyes-regulated genes in LBH589-treated SK-NEP-1 cells

Quantitative real-time PCR was performed to determine the expression levels of dyes-regulated genes in LBH589-treated SK-NEP-1 cells. Real-time PCR analysis was introduced before [3]. cDNA synthesis was performed on 4 ug of RNA in a 10 ul sample volume using SuperScript II reverse transcriptase (Invitrogen Co., NY, USA) as recommended by the manufacturer. Reactions were run on Light cycler 480 using the universal thermal cycling parameters. The real time PCR primers used to quantify *GAPDH* expression were: F: 5′-AGAAGGCTGGGGCTCATTTG-3′ and R: 5′-AGGGGCCATCCACAGTCTTC-3′; *RPRM* were: F: 5′- GCATGAGGACTTTCAGAGGG-3′ and R: 5′- GCAAACCTGTCGGAGTCAAT -3′; *DHRS2* were: F: 5′- CTCCATGTAGGGCAGCAACT-3′ and R: 5′- GTAGGGAGCACTCTGGGGAC-3′; *DNAJA3* were: F: 5′-TGTGGAAGGAGGCAGTACAA -3′ and R: 5′- TGCGTCTTCCCTGACCTCT -3′; *STMN2* were: F: 5′- CGGGTAAAAGCAAGAGCAGA-3′ and R: 5′- TCTGCACATCCCTACAATGG -3′; *PRKACA* were: F: 5′-ATCCAAGTGGGCTGTGTTCT-3′ and R: 5′- GAGTGATGGCTTCCAACTCC -3′; *PAM* were: F: 5′- GAAGGCTTCCTCATCCACTG -3′ and R: 5′- TTTTGCATTGGATATTCGCA -3′; *PTPN7* were: F: 5′-TCGGATGTAGTTGGCATTGA-3′ and R: 5′- CCTCCAAGGACCGATACAAG -3′ for *EIF2AK2* were: F: 5′- ACTTGGCCAAATCCACCTG-3′ and R: 5′- CCCAGATTTGACCTTCCTGA -3. Expression of genes was normalized to endogenous *GAPDH* expression.

### Statistical analysis

Each experimental condition was performed two or three times, and these replicates were presented in results. All values are presented as means ± SEM. Student’s paired t-test was applied to reveal statistical significances. P values less than 0.05 were considered significant. Statistical analyses were performed using SPSS Software for Windows (version 11.5; SPSS, Inc., Chicago, IL).

## Results and Discussion

### Growth inhibitory effect of LBH589 on SK-NEP-1 and G401 cells

LBH589 treatment resulted in inhibition of cell proliferation of SK-NEP-1 and G401 cells in a dose-dependent manner (Fig 1A and 1B). The IC_50_ of LBH589 for SK-NEP-1 cells was 76.34 nM and for G401 was 143.02 nM. The morphology of SK-NEP-1 and G401 cells changed significantly under LBH589-treatment for 48 hours at concentrations of 50nM and 100nM (Fig 1C). Proliferation analysis showed that LBH589 treatment significantly inhibited cell proliferation (Fig 1D). A CCK-8 assay showed that the inhibition rate at 5 days post-treatment was 81.4 ± 8.21% in SK-NEP-1 cells and 83.1 ± 6.6% G401 cells compared with the DMSO control group (*P* < 0.01). Fig 1E showed that cell survival was significantly reduced when SK-NEP-1 and G401 cells treated with 50nM LBH589 for 1–4 days.

**Fig 1:**
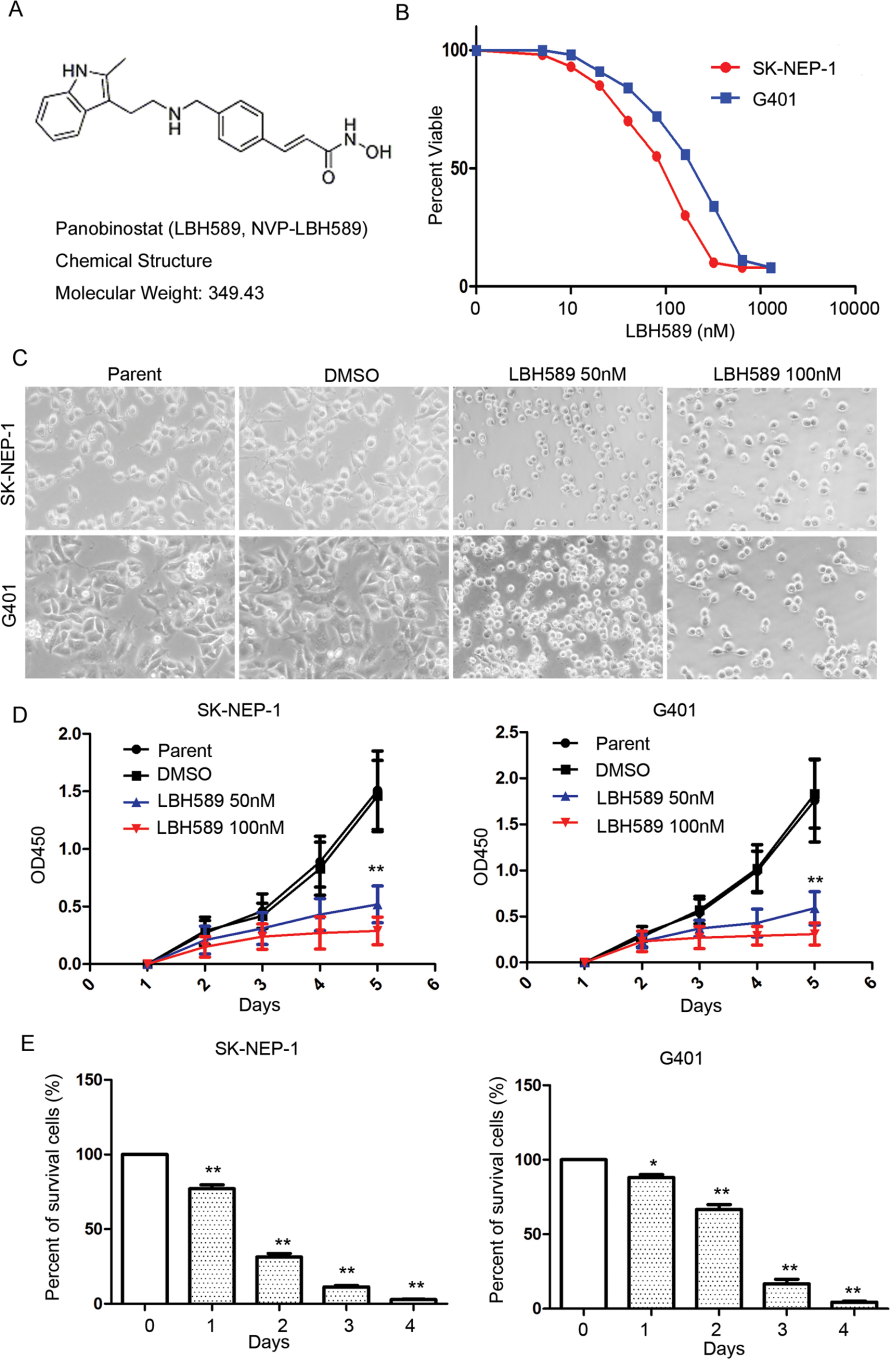
Growth inhibitory effect of LBH589 on SK-NEP-1 and G401 cells. (A) Molecular Structure of LBH589. (B) Proliferation and IC_50_ analysis of LBH589. Experiments were performed in quadruplicate and repeated two times. IC_50_s: SK-NEP-1, 74.15 nM; and G401, 147.3 nM. (C) Micrographs were taken of SK-NEP-1 and G401 cells treated with LBH589 (50nM and 100 nM) or DMSO. (D) Proliferation analysis of SK-NEP-1 and G401 cells treated with 50nM and 100nM LBH589. A CCK-8 assay showed that the inhibition rate at 5 days post-treatment was SK-NEP-1 cells: 81.4 ± 8.21% and G401: 83.1 ± 6.6% compared with the DMSO control group. (E) Cell survival analysis of SK-NEP-1 and G401 cells treated with 50nM LBH589 for 1–4 days. *<0.05,** P < 0.01.

### LBH589 induced apoptosis in SK-NEP-1 and G401 cells

To confirm whether LBH589 induces apoptosis in SK-NEP-1 and G401 cells, we used Annexin V, cell cycle, tunnel and Hochest33342 assays, and activation of PARP in SK-NEP-1 and G401 cells after LBH589 treatment. The result showed that among cells treated with LBH589 50nM and 100nM for 24 hours, many more cells showed apoptotic feature compared with control group, for both SK-NEP-1 and G401 cells (Fig 2A and 2B). The proportion of apoptotic cells in the LBH589-treated cells was significantly greater than that in the DMSO control group: SK-NEP-1 (100nM 26.2% ± 4.45% *vs*. DMSO 0.97% ± 0.62%, respectively; *P* = 0.009); and G401 (100nM 18.17% ± 0.90% *vs*. DMSO1.53 ± 0.67%, respectively; *P* < 0.001). Cell late apoptosis was also analyzed (Fig 2C and 2D), and the results showed significant apoptosis in SK-NEP-1 (100nM 14.83% ± 1.55% *vs*. DMSO 2.30% ± 0.92%, respectively; *P* = 0.001); and G401 cells (100nM 13.23% ± 1.79% *vs*. DMSO1.67 ± 0.67%, respectively; *P* = 0.003).

**Fig 2:**
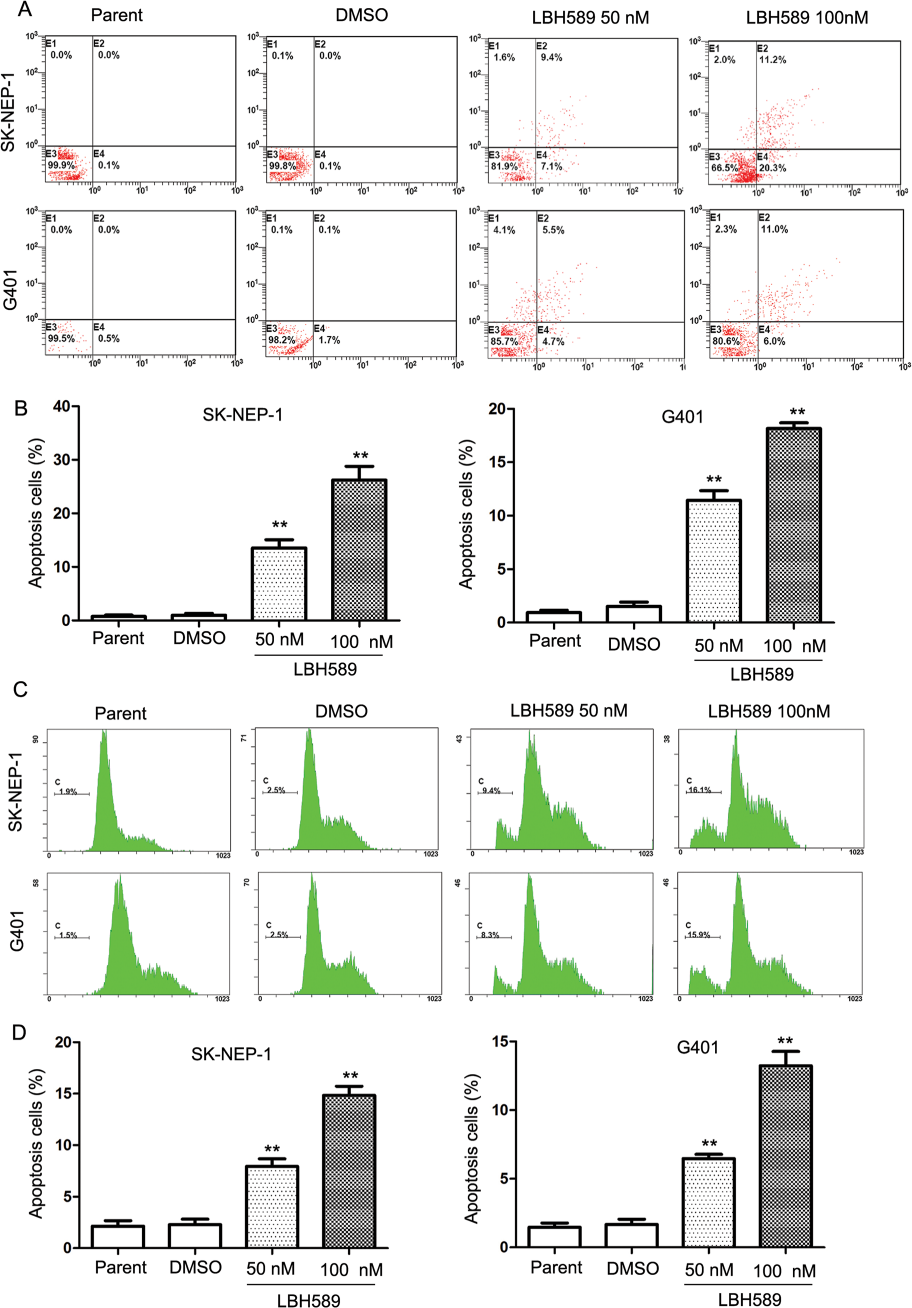
Apoptosis analysis of SK-NEP-1 and G401 cells induced by LBH589. (A) Annexin V staining of cells following 24 h treatment with LBH589 at 50nM or 100nM compared with DMSO control mock treatment. In the LBH589 treatment group, many more cells showed apoptotic features compared with the control group. (B) The proportion of apoptotic cells in the LBH589-treated cells was significantly greater than that in the DMSO control group: SK-NEP-1 (100nM 26.2% ± 4.45% *vs*. DMSO 0.97% ± 0.62%, respectively; *P* = 0.009); and G401 (100nM 18.17% ± 0.90% *vs*. DMSO1.53 ± 0.67%, respectively; *P* < 0.001). (C) Cell late apoptosis analysis of SK-NEP-1 and G401 were treated with 50 nM and 100 nM LBH589. As expected, DNA fragmentation was observed after LBH589 treatment and increased in a dose dependent manner. (D) Cell late apoptosis showed significant apoptosis in SK-NEP-1 (100nM 14.83% ± 1.55% *vs*. DMSO 2.30% ± 0.92%, respectively; *P* = 0.001); and G401 cells (100nM 13.23% ± 1.79% *vs*. DMSO1.67 ± 0.67%, respectively; *P* = 0.003).These analyses were repeated three times. * *P* < 0.05; ** *P* < 0.01.

Hoechst 33342 staining analysis showed DNA fragmentation and cells with abnormal nuclei after 24 hours of LBH589 treatment (Fig 3A). The number of cells with abnormal nuclei increased significantly compared with control group in both SK-NEP-1 (100nM 13.4% ± 3.99% *vs*. DMSO 1.47% ± 0.57%, respectively; *P* = 0.033) and G401 cells (100nM 14.73% ± 3.09% vs. DMSO1.40 ± 0.61%, respectively; *P* = 0.015) (Fig 3B).Cell cycle assay (Fig 3C) showed that the number of cells in the G_2_ phase was significantly down regulated in the LBH589 treatment group at both 50nM and 100nM doses, G_2_ phase in SK-NEP-1 (100nM 0.2% ± 0.0% *vs*. DMSO 7.81% ± 0.59%, respectively; *P* = 0.035) and G401 cells (100nM 0.18% ± 0.0% vs. DMSO7.96 ± 0.80%, respectively; *P* = 0.046)(Fig 3D).

**Fig 3:**
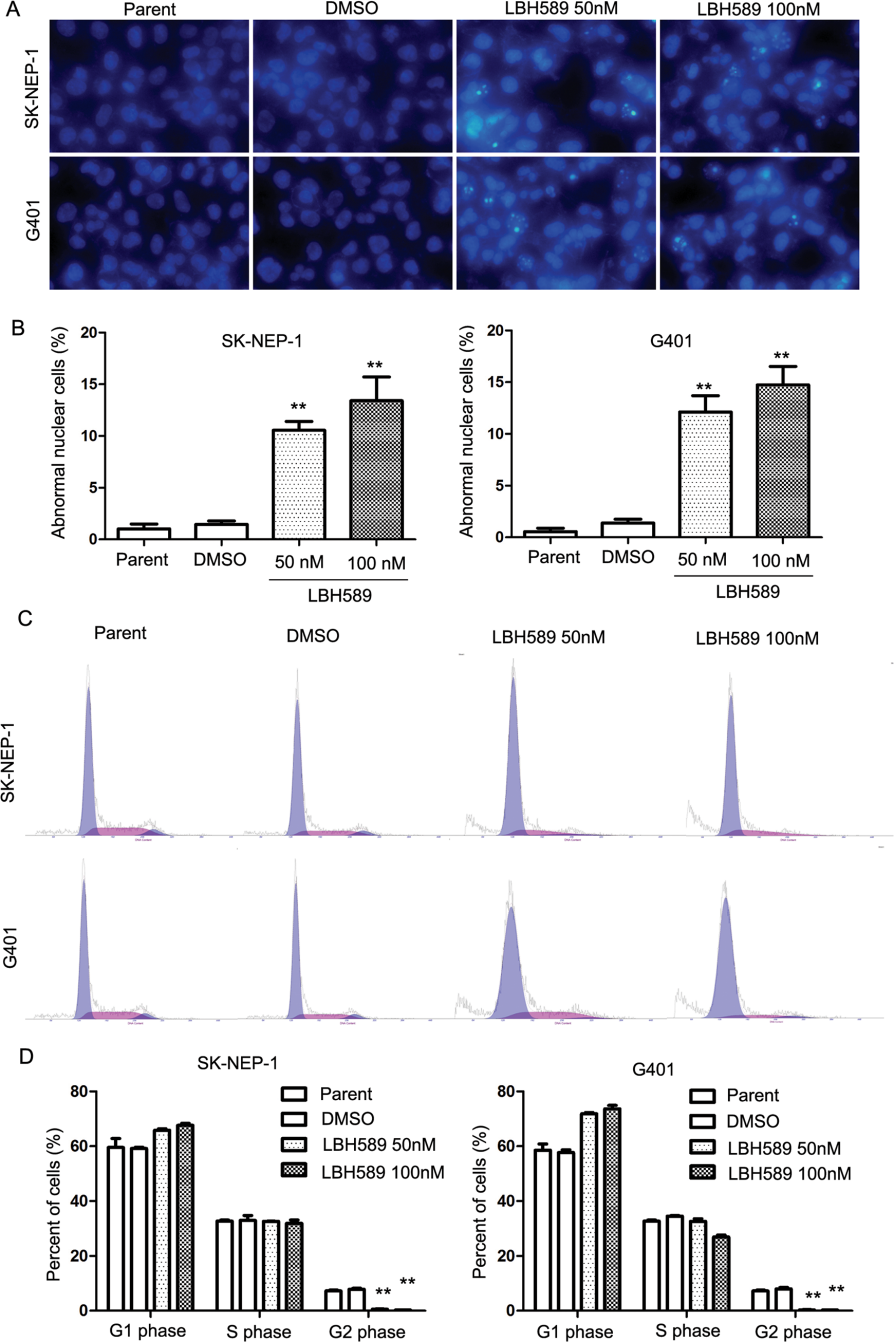
LBH589 induced DNA fragmentation and cell cycle disorder in SK-NEP-1 and G401 cells. (A) Micrographs following Hoechst 33342 staining of cells treated with LBH589 (50 nM and 100nM) for 24 h. This demonstrates micrograph shows the induction of DNA fragmentation and abnormal nuclear cell formation. The abnormal nuclear cells increased significantly with LBH589 treatment compared with mock treatment in both SK-NEP-1 and G401 cells. ** *P* < 0.01. (B) The number of cells with abnormal nuclei increased significantly compared with the control group in both SK-NEP-1 (100nM 13.4% ± 3.99% *vs*. DMSO 1.47% ± 0.57%, respectively; *P* = 0.033) and G401 cells (100nM 14.73% ± 3.09% vs. DMSO1.40 ± 0.61%, respectively; *P* = 0.015). (C) Cell cycle analysis of SK-NEP-1 and G401 cells treated for 24 h with LBH589 at 50nM or 100nM compared with DMSO control mock treatment. The number of cells in the G_2_ phase of the LBH589 treatment group decreased significantly. (D) G_2_ phase in SK-NEP-1 (100nM 0.2% ± 0.0% *vs*. DMSO 7.81% ± 0.59%, respectively; *P* = 0.035) and G401 cells (100nM 0.18% ± 0.0% vs. DMSO7.96 ± 0.80%, respectively; *P* = 0.046). All analyses were repeated three times. ** *P* < 0.01.

TUNEL staining analysis showed more TUNEL positive cells in the LBH589 treatment groups (Fig 4A). Fig 4B shows the percentages of TUNEL positive cells in SK-NEP-1 (100nM 19.87% ± 3.19% vs. DMSO 2.20% ± 1.99%, respectively; *P* = 0.003); and G401 (100nM 16.53% ± 2.86% vs. DMSO2.40 ± 1.67%, respectively; *P* = 0.004) cells.

**Fig 4:**
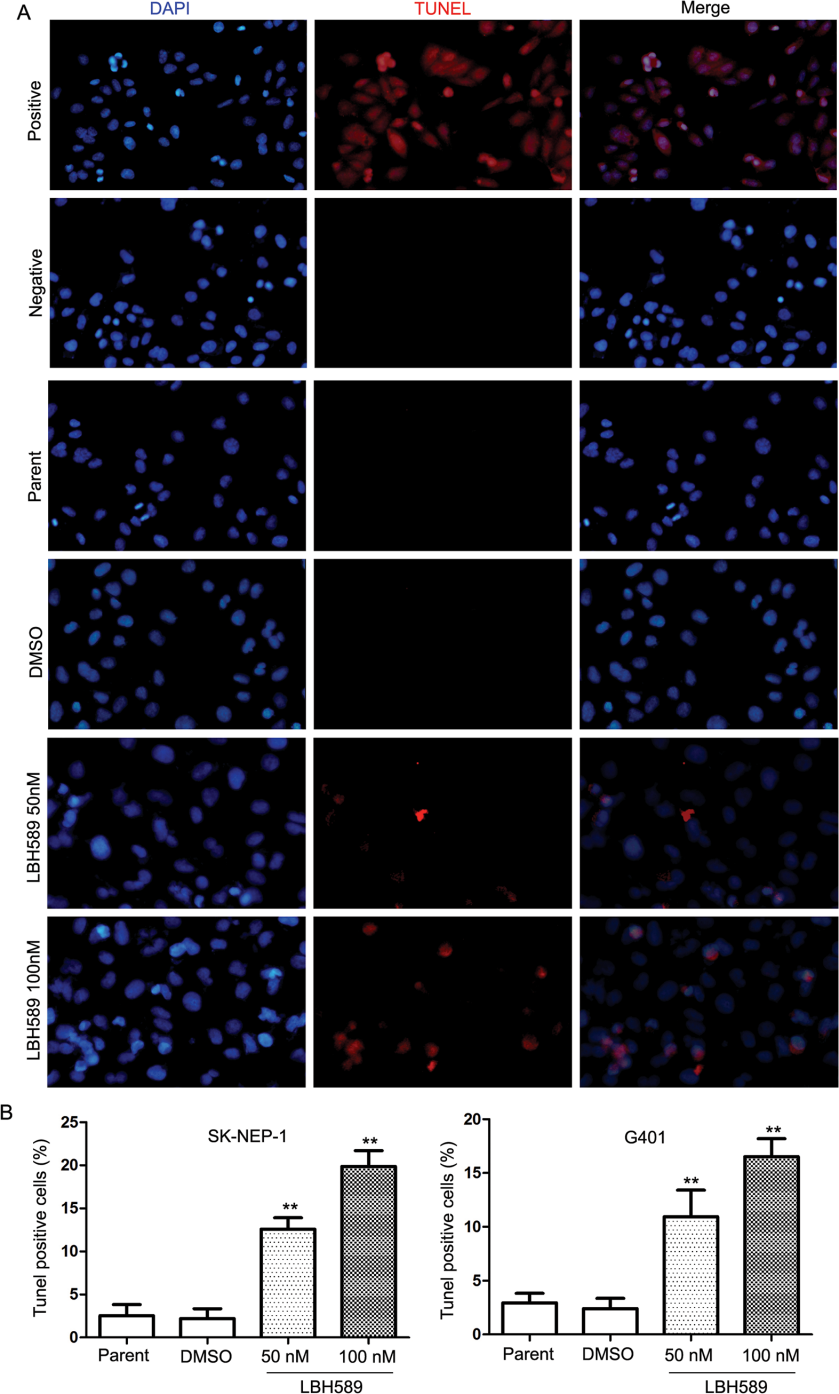
LBH589 induced DNA fragmentation in SK-NEP-1 and G401 cells. The TUNEL assay relies on the presence of nicks in the DNA that can be identified by terminal deoxynucleotidyl transferase (TdT), an enzyme that catalyzes the addition of dUTPs that are secondarily labeled with a marker. Micrographs showing TUNEL staining of cells treated with LBH589 (50 nM and 100 nM) for 24 h. Red cells demonstrates the induction of DNA fragmentation. (A) The DNA fragmentation increased significantly with LBH589 treatment compared with mock treatment in both SK-NEP-1 and G401 cells. (B) Results show the percentages of TUNEL positive cells in SK-NEP-1 (100nM 19.87% ± 3.19% vs. DMSO 2.20% ± 1.99%, respectively; *P* = 0.003); and G401 (100nM 16.53% ± 2.86% vs. DMSO2.40 ± 1.67%, respectively; *P* = 0.004) cells, ** *P* < 0.01.

To clearly demonstrate that LBH589 causes apoptosis in SK-NEP-1 and G401 cells, we assessed the expression of PARP, caspase 3, caspase 9 and Bcl-2, recognized markers of apoptosis by western blotting. Down regulation of Bcl-2, cleaved PARP and caspase 9 was observed after 24 hours of treatment with 50nM and 100nM LBH589 (Fig 5A). This result is consistent with the data of Annexin V assay and the cell cycle analysis, demonstrating that LBH589 induced apoptosis in SK-NEP-1 and G401 cells. The results suggested that LBH589 has promising antitumor activity against SK-NEP-1 and G401 cells.

**Fig 5:**
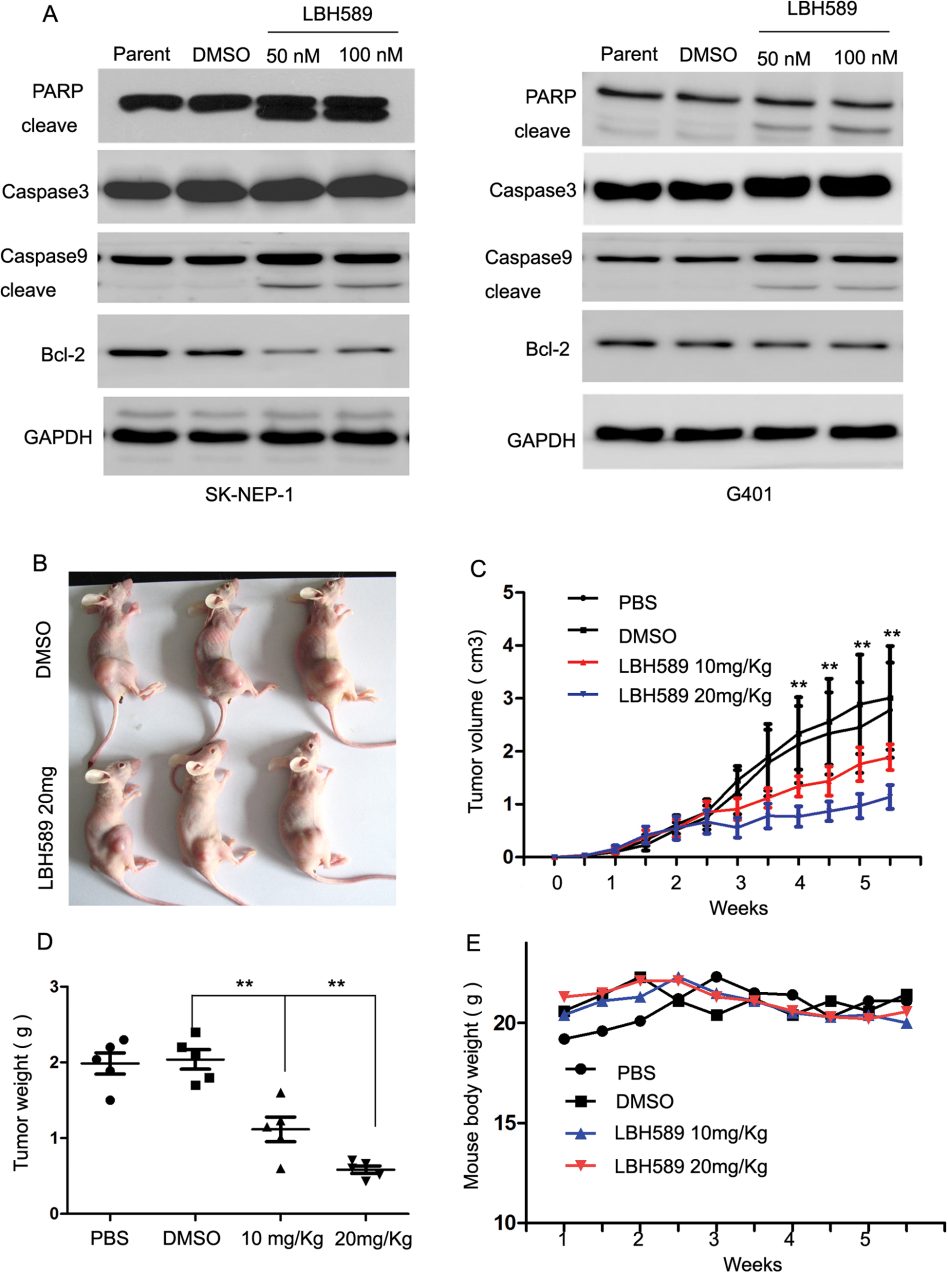
LBH589 treatment inhibited the growth of SK-NEP-1 xenograft tumors in nude mice. SK-NEP-1 cells were injected subcutaneously into five nude mice in every group. Ten days after injection, mice were treatment with PBS, DMSO, and LBH589 10mg/kg and 20mg/kg dose. (A) To clearly demonstrate that LBH589 causes apoptosis in SK-NEP-1 and G401 cells, we assessed the expression of PARP, caspase 3, caspase 9 and Bcl-2, recognized markers of apoptosis by western blotting. Down regulation of Bcl-2 and cleaved PARP and caspase 9 was observed after 24 hours of treatment with 50nM and 100nM LBH589. (B) SK-NEP-1 xenograft tumors from the treatment experiment. (C) Growth curve of SK-NEP-1 cells treated with LBH589, DMSO and PBS. LBH589 significantly inhibited the growth of SK-NEP-1 xenografts (LBH589 10mg/kg: 1.89 ± 0.77 cm^3^; LBH589 20mg/kg: 1.14 ± 0.55 cm^3^) compared with the DMSO group (DMSO: 3.01 ± 2.4 cm^3^) or PBS group (PBS: 2.78 ± 2.20 cm^3^, ANOVA P < 0.01). (D) Tumor weight of the treatment experiment. LBH589 treatment decreased the weight of the tumors (LBH589 10mg/kg: 1.12 ± 0.36 g; LBH589 20mg/kg: 0.59 ± 0.11 g) compared to DMSO group (DMSO: 2.04 ± 0.29 g) or PBS group (PBS: 1.98 ± 0.31 g, ANOVA P < 0.01). (E) Body mass curve analysis of nude mice in the treatment experiment. The body mass curve of nude mice treated with LBH589 was almost the same as the control group. At the end of the experiment, body weights of nude mice treated with LBH589 were almost same as the control group (LBH589 10mg/kg: 20.42 ± 2.43g; LBH589 20mg/kg: 20.56 ± 2.34g) compared with the DMSO group (DMSO: 21.44 ± 2.37g) or PBS group cells (PBS: 21.10 ± 1.39g, ANOVA P >0.05).

### LBH589 treatment inhibited the growth of SK-NEP-1 xenograft tumors in nude mice

The inhibition impact of LBH589 on the growth of SK-NEP-1 cells in nude mice was assessed. Each group, five nude mice were subcutaneously injected with SK-NEP-1 cells. Our results showed that LBH589 significantly inhibited the growth of SK-NEP-1 xenografts (LBH589 10mg/kg: 1.89 ± 0.77 cm^3^; LBH589 20mg/kg: 1.14 ± 0.55 cm^3^) compared with DMSO group (DMSO: 3.01 ± 2.4 cm^3^) or PBS group (PBS: 2.78 ± 2.20 cm^3^, ANOVA P < 0.01 Fig 5B and 5C). LBH589 treatment decreased the weight of the tumors (LBH589 10mg/kg: 1.12 ± 0.36 g; LBH589 20mg/kg: 0.59 ± 0.11 g) compared to DMSO group (DMSO: 2.04 ± 0.29 g) or PBS group (PBS: 1.98 ± 0.31 g, ANOVA P < 0.01 Fig 5D). We also observed that the body mass curve of nude mice treated with LBH589 were almost the same as the control group. At the end of experiment, body weight was LBH589 10mg/kg: 20.42 ± 2.43g; LBH589 20mg/kg: 20.56 ± 2.34g compared to the DMSO group (DMSO: 21.44 ± 2.37g) or PBS group (PBS: 21.10 ± 1.39g, ANOVA P >0.05 Fig 5E). These studies support the view that LBH589 has significant role and few side effects in the treatment of SK-NEP-1 xenograft tumors.

### Microarray analysis of differentially expressed genes in LBH589-treated SK-NEP-1 cells

The Arraystar_Human_LncRNA_8x60k v3.01 microarray was used to identify differentially expressed genes and lncRNAs in LBH589-treated SK-NEP-1 cells compared with DMSO-treated control cells. 

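The arrays analysed here are 2, with RNA of SK-NEP-1 cells treated with 100 nM LBH589 for 24 h on 1 and RNA of cells treated with the same volume of DMSO on the other. The heat maps in Fig 6 draw 3 samples per condition, and how they relate to these 2 arrays is not stated. SK-NEP-1 is an established human cell line grown here as a model of Wilms tumor, and LBH589 (panobinostat) is an inhibitor of histone deacetylases, the enzymes that remove acetyl groups from histones. After removal of rRNA the RNA was amplified, labeled with the dye Cy3 and hybridized to 1 array per condition, both on the same slide and in the same scan, so that neither slide nor scan separates the arrays. Differences between the cultures, the RNA preparations and the labeling reactions cannot be told from those of the treatment, since no replicate array gives their spread. Each difference therefore has no replicate check, and the number of arrays limits its precision. Each array holds 61184 spots. The authors read the spots with Agilent Feature Extraction 11.0.1.1, which subtracts the local background and gives a processed signal, a measurement error and quality flags for each spot. After control spots and the few spots marked as outliers were left out, 58921 probes remained. On the DMSO array 38885 probes (66.0%) were well above background and on the LBH589 array 37308 probes (63.3%). No probe was saturated. The DMSO array was brighter throughout, with a 75th percentile of the processed signal of 189 against 108 on the LBH589 array.
The log2 processed signal of each array was therefore set against its own 75th percentile, and the difference of LBH589 minus DMSO was taken per probe. A probe was counted when it was well above background on at least 1 array, which held for 41574 probes. Where the dimmer array was not well above background, the difference is only a bound: the bright signal was set against the lowest signal well above background on the dim array (21.3 for DMSO and 14.5 for LBH589), or against the probe's own signal if higher, and such values are written as at least N-fold. The measurement error of Feature Extraction covers the spot alone and had a median of 0.15 on the log2 scale on the DMSO array and 0.16 on the LBH589 array, over probes well above background. A further estimate comes from 19 probes that are printed on 10 spots of each array. Their spots had an SD between 0.031 and 0.36 on the log2 scale, with a median of 0.070. Of these 19 probes 17 differed by less than 2-fold between the arrays, from -0.91 for PGK1 to 0.75 for ODC1. The scanner files name most probes only by an identifier, so genes are named here through S1 to S4 Datasets, which pair probes with genes on the human genome build hg19, and the repeated probes are named through their RefSeq accessions, all 19 of which were matched.

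**Figure D1:**
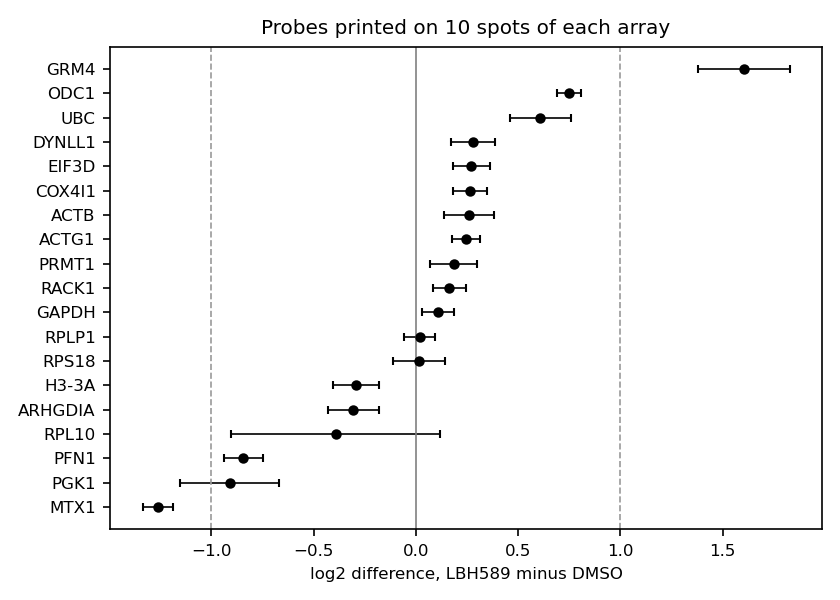
Difference between LBH589-treated and DMSO-treated SK-NEP-1 cells for 19 probes printed on 10 spots of each array (horizontal axis, log2 scale, each array set against its 75th percentile). Points are the means over unflagged spots, bars are the SDs of the spots on the 2 arrays combined, and dashed lines mark 2-fold. MTX1 (-1.26) and GRM4 (1.60) lie beyond them.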

We have submitted our microarray analysis to the GEO repository and assigned GEO accession number is GSE64975.

In the lncRNA/mRNA expression profiling data, we identified 6653 differently expressed mRNAs in LBH589-treated SK-NEP-1 cells (Fig 6A, S1 Dataset and S2 Dataset). 

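Over all probes of the arrays, mRNA and lncRNA together, 5094 were at least 2-fold higher in LBH589-treated SK-NEP-1 cells and 4252 were at least 2-fold lower. With 1 array per condition these counts rest on the size of the difference alone, and no test stands behind them. Among the 34619 probes well above background on both arrays, 4005 were 2-fold higher and 3670 were 2-fold lower. Among the 12534 probes above the 75th percentile on both arrays, 1375 were 2-fold higher and 1824 were 2-fold lower. The count depended most on the scaling between the arrays. With no scaling, 1802 probes were 2-fold higher and 16249 were 2-fold lower, since the DMSO array was brighter throughout. A count of mRNAs alone at 2-fold is not given, because the class of a probe was known only for the part of S1 to S4 Datasets used here: the first 1002 of the 3162 rows of S1 Dataset, 952 of the 3426 rows of S2 Dataset, 1406 of the 3910 rows of S3 Dataset and 1363 of the 4125 rows of S4 Dataset. In the authors' deposited table of processed values, which covers both classes, 5987 probes were 2-fold higher and 6154 were 2-fold lower.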

Compared with DMSO-treated control cells, 664 mRNAs were significantly up regulated and 632 mRNAs were significantly down regulated > 5 fold changes in LBH589-treated SK-NEP-1 cells. 

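The rows of S1 and S2 Datasets used here reach below 5-fold, so the mRNA probes they list could be counted at this threshold. An mRNA probe outside these rows cannot enter the counts, so their nearness to the paper's counts is largely fixed by that selection. In LBH589-treated SK-NEP-1 cells 448 mRNA probes were at least 5-fold higher and 446 were at least 5-fold lower than in DMSO-treated control cells, when a probe not well above background on 1 array was counted by its bound. With the probe's own signal in place of the bound, the counts were 690 and 573. Only probes well above background on both arrays left 344 and 364, and the 448 and 446 probes stood for 414 and 384 gene symbols. Normexp background correction with an offset of 50, which draws dim signals together, gave 180 and 169. The paper's reported counts are 664 and 632. A further 119 probes of no known class were changed 5-fold, 113 of them higher.
Among the mRNA probes in the rows used here that were well above background on both arrays, those of DHRS2 rose most. DHRS2 encodes a dehydrogenase/reductase and lies on chromosome 14 of hg19 from 24105573 to 24114848. One of its probes had a signal of 154 on the DMSO array and 38570 on the LBH589 array, a 435-fold rise, and the other rose 332-fold from a signal of 176. These probes share 51 bases, so they are not separate measurements. The next largest rises were those of STMN2 (91.4-fold), SPANXA2 (88.9-fold), RPRML (61.0-fold), PGA3 (52.8-fold), ACTL6B (47.1-fold), NEFM (40.8-fold), PGA4 (38.7-fold) and STC1 (37.7-fold). A probe of no known class cannot enter this ranking. The largest rise among probes with no row in the authors' deposited table was 5.39 on the log2 scale, above the 5.35 of NEFM. The probes of PGA3 and PGA4 share 56 bases and each is listed for transcripts of both genes, so they are not separate measurements either. The largest fall was that of a probe of OAS1, on chromosome 12, from a signal of 3314 on the DMSO array to 17.2 on the LBH589 array, a 111-fold fall, followed by KLHDC7B (91.7-fold), HSBP1L1 (70.0-fold), ZMYM6NB (52.1-fold), IFNB1 (35.6-fold), CSAG3 (34.1-fold), SLC38A5 (31.1-fold), GDAP1L1 (30.8-fold), IFI44 (30.2-fold) and GSTO1 (29.4-fold). The measurement errors of these probes lay between 0.20 and 0.35 on the log2 scale, far below the differences. Other probes of a gene could give smaller values. A second probe of NEFM rose at least 3.99-fold, and the other listed probes of OAS1 fell 17.1-fold and 18.2-fold. The LBH589 signal of 17.2 behind the 111-fold fall lay close to the lowest signal well above background. PRKACA, PAM, PTPN7 and RTEL1 are not in this ranking, because their spots on the DMSO array were marked as non-uniform, nor is APPL1, whose spot on the LBH589 array had the same mark. With these spots kept, all 5 would rank among the probes above, RTEL1 with a 45.3-fold fall and APPL1 with a 52.5-fold rise.

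**Figure D2:**
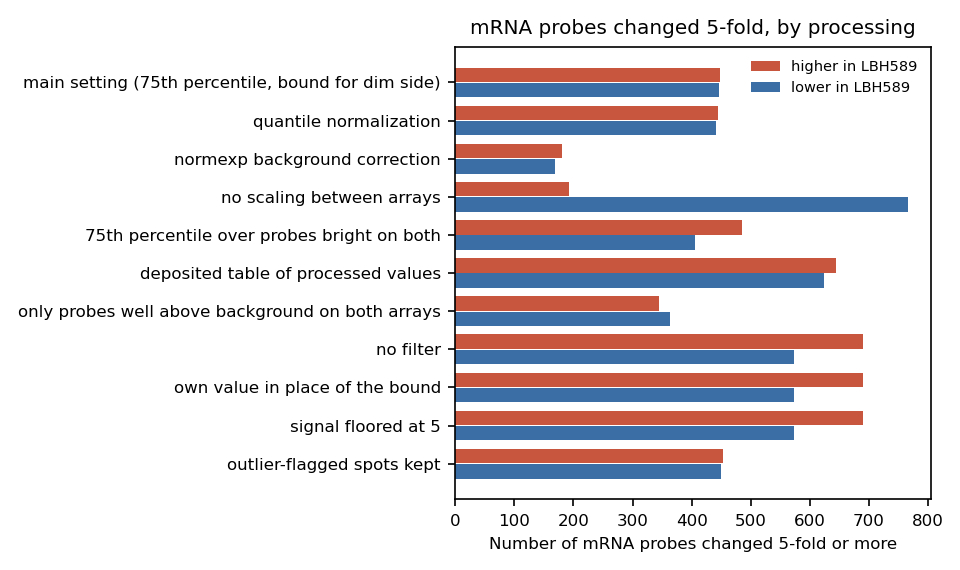
Number of mRNA probes at least 5-fold higher (red) or lower (blue) in LBH589-treated than in DMSO-treated SK-NEP-1 cells under each way of processing the same 2 arrays. The count ran from 180 higher and 169 lower with normexp background correction to 691 higher with no filter, and without scaling between the arrays 193 were higher and 767 lower among the probes of known class.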

Clustering analysis was used to visualize the relationships between the mRNA expression patterns present in the samples (fold changes ≥ 5; Fig 6B). In the lncRNA expression profiling data, we analyzed a total of 33327 lncRNAs expressed in SK-NEP-1 cells, of which 8135 were differentially expressed in LBH589-treated SK-NEP-1 cells (Fig 6C, S3 Dataset and S4 Dataset). 

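S3 and S4 Datasets list a row for each lncRNA transcript a probe can detect, so a probe can fill several rows. The 1406 rows of S3 Dataset used here hold 1056 distinct probes and the 1363 rows of S4 Dataset hold 946, whereas each of the 1002 rows of S1 Dataset and the 952 rows of S2 Dataset has a probe of its own. Taken in full, the lncRNA tables have 8035 rows and the mRNA tables 6588 rows. The authors' deposited table has 12141 probes with a difference of at least 2-fold, which leaves 5553 probes beside as many mRNA probes as there are mRNA rows. The paper's reported number of differentially expressed lncRNAs is 8135.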

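In the arrays as analysed here, 474 lncRNA probes were at least 5-fold higher in LBH589-treated SK-NEP-1 cells and 232 were at least 5-fold lower, so that 67.1% of the changed lncRNA probes were higher, against 50.1% of the changed mRNA probes. Of the lncRNA probes, 315 and 176 were well above background on both arrays. With no scaling between the arrays the order was the other way, with 227 higher and 505 lower among the probes of known class. Of the 5 largest rises among probes measured well above background on both arrays, 2 were probes of RP11-325I22.2 on chromosome 5, which rose 3089-fold from a signal of 46.0 and 197-fold from a signal of 28.1, and 2 were probes of XLOC_000027 on chromosome 1, which rose 2854-fold from 40.7 and 319-fold from 57.6. XLOC_005215 on chromosome 6 rose 268-fold. The largest falls were those of RP11-150O12.3 on chromosome 8 (2420-fold, from a signal of 85695), XLOC_005361 on chromosome 6 (247-fold) and 3 probes on chromosome 11, which fell 246-fold, 67.5-fold (AK094117) and 66.1-fold (AK124179). The first 2 of these 3 probes share 28 bases, and all 3 are listed for transcripts in common, so they may read the same RNA. These ratios rest on a single spot on each array, and those from the dimmer signals carry measurement errors of up to 0.34 on the log2 scale. The rows at the top of S3 and S4 Datasets, XLOC_004991 and BG943147, were left out because Feature Extraction marked their spot as non-uniform on the array where it was bright. With spots of this kind kept, 2 rises and 4 falls of lncRNA probes, these among them, would rank with the 5 largest.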

Hierarchical clustering analysis of the differently expressed lncRNAs with a fold change ≥ 5-fold is presented in Fig 6D.

**Fig 6:**
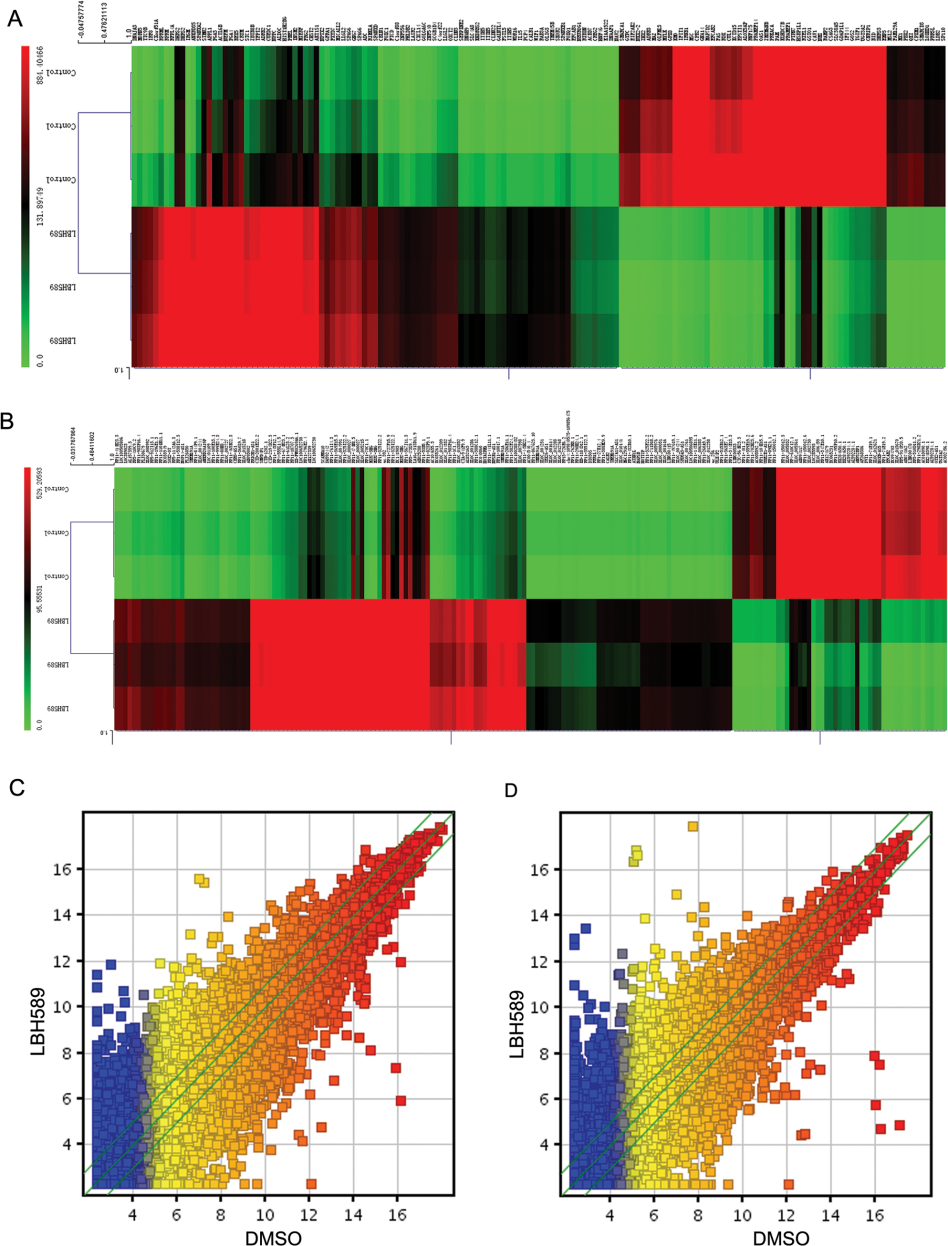
Cluster analysis of differentially expressed genes and lncRNAs in LBH589-treated SK-NEP-1 cells. The Arraystar_Human_LncRNA_8x60k v3.0 1 microarray was used to identify differentially expressed lncRNAs and mRNAs in LBH589-treated SK-NEP-1 cells compared to DMSO-treated control cells. (A) Hierarchical clustering analysis of the 664 significantly up regulated mRNAs and 632 significantly downregulated mRNAs ≥ 5- fold in LBH589-treated SK-NEP-1 cells. (B) Hierarchical clustering analysis of the differently expressed lncRNAs with a fold change ≥ 5-fold in LBH589-treated SK-NEP-1 cells. (C) Scatter-Plot assessing the mRNAs expression variation between DMSO-treated control cells and LBH589-treated SK-NEP-1 cells. The green lines are Fold Change Lines (The default fold change value given is 2.0). The mRNAs above the top green line and below the bottom green line indicated more than 2.0 fold change of mRNAs between the two compared samples. (D) Scatter-Plot assessing the lncRNAs expression variation between DMSO-treated control cells and LBH589-treated SK-NEP-1 cells. The green lines are Fold Change Lines (The default fold change value given is 2.0). The lncRNAs above the top green line and below the bottom green line indicated more than 2.0 fold change of lncRNAs between the two compared samples.

### Gene ontology and KEGG Pathway analysis of differentially expressed mRNAs in LBH589-treated SK-NEP-1 cells

We performed ontological pathway enrichment analysis for the differently expressed genes and gene product enrichment with particular attention to GO biological processes and molecular function. Biological processes enrichment analysis was performed using the DAVID tool to gain insights into their functions. 

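Nucleosomes are built from histones, and genes of the replication-dependent histone clusters were prominent among the up regulated mRNAs. The first 1002 rows of S1 Dataset hold 43 probes for 43 histone gene symbols, and the first 952 rows of S2 Dataset hold none. S1 Dataset lists up regulated probes, and all 43 were higher here too, by a median of 2.96 on the log2 scale and a range from 1.77 to 4.91. On both arrays 37 of them were well above background; for the others the value is a lower bound. By type the median was 2.98 for 5 probes of H1, 2.74 for 12 of H2A, 3.11 for 9 of H2B, 3.21 for 10 of H3 and 2.93 for 7 of H4. Histone genes are close copies of each other, and 25 of the 43 probes share at least 20 bases with another of them. Whether these are separate measurements cannot be told, since binding to the RNA of another gene was not tested. The other 18 had a median of 2.95. The direction held under every scaling tried, with the smallest median, 2.16, when the arrays were not scaled. Because only part of each table was used, no enrichment was computed.

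**Figure D3:**
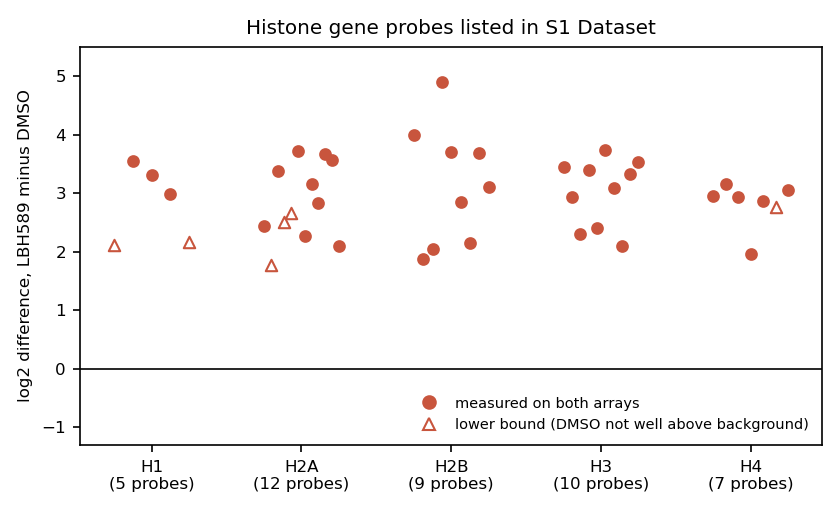
Difference between LBH589-treated and DMSO-treated SK-NEP-1 cells (vertical axis, log2 scale) for the 43 histone gene probes listed in the part of S1 Dataset used here, by histone type. Circles were measured well above background on both arrays and triangles are lower bounds. All lie between 1.77 and 4.91.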

The most enriched GOs targeted by the up regulated and down regulated transcripts were involved in a variety of functions including nucleosome assembly, chromatin assembly, cellular metabolic process and cellular macromolecule metabolic (Fig 7A and 7B). The most significant Cellular component (CC) Enrichment scores are shown in Fig 7C and 7D, and the most significant Molecular function (MF) Enrichment scores are shown in Fig 7E and 7F.

**Fig 7:**
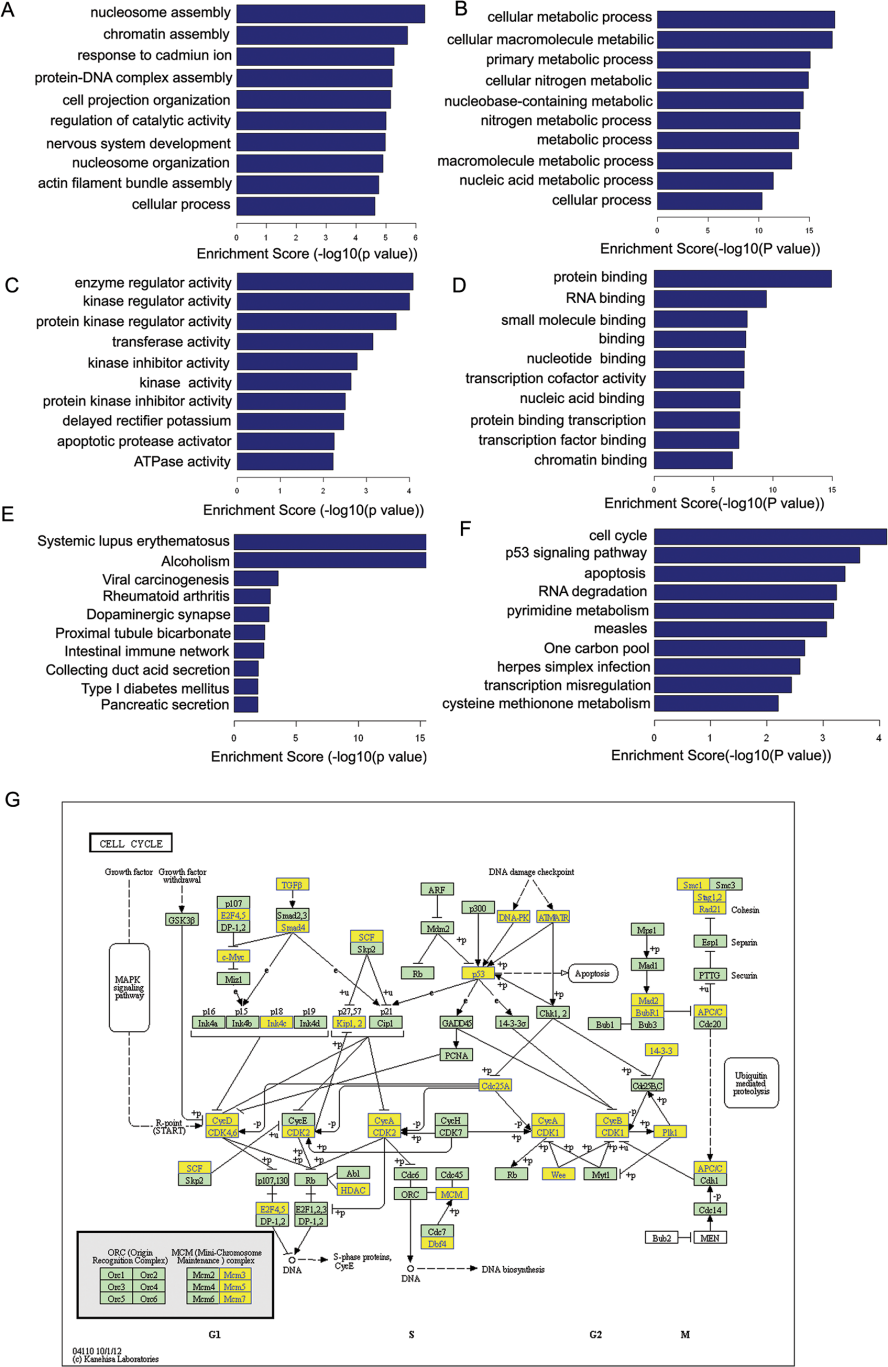
Gene ontology and KEGG Pathway analysis of differentially expressed mRNAs in LBH589-treated SK-NEP-1 cells. (A) The most enriched GO terms targeted by the up regulated transcripts were involved in a variety of functions. (B) The most enriched GO terms targeted by the down regulated transcripts were involved in a variety of functions. (C) The most significant Cellular component (CC) Enrichment scores for up regulated transcripts. (D) The most significant Cellular component (CC) Enrichment scores for down regulated transcripts. (E) The most significant Molecular function (MF) Enrichment scores for up regulated transcripts. (F) The most significant Molecular function (MF) Enrichment scores for down regulated transcripts. (G) KEGG pathway annotations of the most enriched pathways, cell cycle, with a p-value of 7.48007E^-05^. The cell cycle pathway proteins included *CCNA2*, *CCNB2*, *CCND1*, *CCND2*, *CDK4*, *CDKN1B*, *HDAC2*, etc.

The KEGG database was used to investigate the pathways in which the differentially expressed genes are involved. KEGG annotations of the most enriched pathways are shown in Fig 7G, with a p value of 7.48007E-05. Specifically, the significant pathways included cell cycle, p53 signaling pathway and apoptosis. 

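The p-values of S5 Dataset can be recomputed from the counts it gives. Of 6462 genes with a KEGG annotation, 1037 were among those chosen, and 124 genes belong to the cell cycle pathway, so that chance would give 19.9. The chosen genes included 37 of them, 1.86 times as many (p = 7.48e-05, 1-sided Fisher's exact test). For the p53 signaling pathway 23 of 68 genes were chosen, 2.11 times the number due to chance (p = 0.000229, Fisher's exact test), and for apoptosis 27 of 88 genes, 1.91 times that number (p = 0.000418, Fisher's exact test). All 36 pathways listed gave the listed p-value to its last digit. A 2-sided Fisher's exact test gave p = 9.90e-05, 0.000319 and 0.000595, and the EASE score, the same exact test with 1 gene removed from the count, gave p = 0.000172, 0.000628 and 0.001. The table lists a false discovery rate of 0.0197 for the cell cycle, 0.0301 for p53 signaling and 0.0347 for apoptosis. The test treats genes as independent and takes the choice of genes by fold change between 1 array and another as given, so it says nothing about replicate cultures. The counts do not give the direction in which the chosen genes changed. From these p-values the paper states that the cell cycle, p53 signaling and apoptosis were significant pathways.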

The cell cycle pathway included proteins such as *CCNA2*, *CCNB2*, *CCND1*, *CCND2*, *CDK4*, *CDKN1B* and *HDAC2* (S5 Dataset).

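S5 Dataset lists 37 chosen genes for this pathway. Of these, 14 have a probe in the part of S1 and S2 Datasets used here, and all 16 of their probes were lower in LBH589-treated SK-NEP-1 cells, with a median of -2.31 on the log2 scale. Only genes that were chosen and probes that are listed as changed were read, and all 16 are listed in S2 Dataset. The direction of each probe is thus largely fixed by its listing. S1 Dataset was read as well, so the shared direction also depends on which genes were chosen. Whether S5 Dataset was built from down regulated genes alone was not tested. The values say nothing of the pathway's other genes. For CCND1, on chromosome 11 from 69455873 to 69469242, the signal was 3993 on the DMSO array and 457 on the LBH589 array, which is 5.02-fold lower after scaling. CCND2, on chromosome 12, was 5.87-fold lower, from a signal of 1307 to 128, and CDKN1B, also on chromosome 12, was 3.76-fold lower, from 209 to 32.0. Their measurement errors were 0.20, 0.21 and 0.25 on the log2 scale. Other pathway genes that were lower included MYC (9.35-fold), YWHAE (10.5-fold), MCM7 (5.52-fold), CDC25A (4.94-fold) and PLK1 (4.09-fold), and the brightest of 3 probes of E2F5 was 4.51-fold lower. CUL1 was at least 23.0-fold lower and WEE1 at least 6.85-fold lower, as both were not well above background on the LBH589 array. CCNA2, CCNB2, CDK4 and HDAC2 have no probe in the part of the tables used here, whose smallest fold changes are 3.88 in S1 Dataset and 3.97 in S2 Dataset, and their array values were not analysed here.
The same limit holds for the next 2 pathways. For the p53 signaling pathway, 13 of 14 such probes were lower, among them 3 of BID (10.3-fold, 22.4-fold and 13.3-fold) and 1 of BAX (4.02-fold), while RRM2B was at least 4.49-fold higher. For apoptosis, all 20 probes were lower, with a median of -2.66, including CASP6 (6.31-fold and 8.35-fold) and 2 probes of CFLAR (10.5-fold and 6.82-fold). CASP9, on chromosome 1, is not among the genes chosen for apoptosis in S5 Dataset and has a probe in S1 Dataset. Its signal was 19.6 on the DMSO array, not well above background, and 46.3 on the LBH589 array, at least 3.78-fold higher with a measurement error of 0.39 on the log2 scale.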

### Ingenuity pathway analysis of differentially expressed mRNAs in LBH589-treated SK-NEP-1 cells

To investigate the possible biological interactions of the proteins encoded by the differentially regulated genes, datasets representing genes with altered expression profiles derived from microarray analyses were imported into the Ingenuity Pathway Analysis Tool. Ingenuity Pathway Knowledge Base (IPKB) is derived from known functions and interactions of genes or proteins published. The list of differentially expressed genes analyzed by IPA revealed significant networks. Fig 8 represents the highest rated network using the up regulated genes in LBH589-treated SK-NEP-1 cells. 

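Of the 31 genes that could be read as shaded in Fig 8, 29 have a probe in the part of S1 Dataset used here, and all 30 of their probes were higher in LBH589-treated SK-NEP-1 cells, by a median of 3.34 on the log2 scale. S1 Dataset lists only up regulated probes, so their direction is fixed by that selection. On both arrays 18 of the probes were well above background. Among these, MT1G rose 20.2-fold from 1353, EDNRB rose 15.3-fold from 189, and 2 probes of GCDH rose 12.8-fold and 11.4-fold from signals of 2841 and 2863. For the other 12 probes the DMSO signal was not well above background, so that only a lower bound can be given. CYP1A1 rose at least 4.54-fold, where the paper's reported fold change is 15.5, and NEUROG1 rose at least 7.03-fold, where it is 24.7.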

Fig 9 represents the highest rated network using down regulated genes in LBH589-treated SK-NEP-1 cells. 

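All 12 genes that could be read as shaded in Fig 9 have a probe in the part of S2 Dataset used here, and all 20 of their probes were lower in LBH589-treated SK-NEP-1 cells, with a median of -3.03 on the log2 scale. S2 Dataset lists only down regulated probes, so their direction is fixed by that selection. Several genes were read by more than 1 probe: the 3 probes of BCAT1 were 8.48-fold, 4.35-fold and 10.8-fold lower, the 3 probes of PATZ1 were 9.70-fold, 7.91-fold and 4.86-fold lower, and the 2 probes of CPB2 were 4.00-fold and 25.4-fold lower. For 8 of the 20 probes the LBH589 signal was not well above background. RAMP2, for example, was at least 54.3-fold lower, from a signal of 1371 on the DMSO array.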

IPA analysis showed that the important upstream molecules included *HIST2H3C*, *HIST1H4A*, *HIST1A*, *HIST1C*, *HIST1D*, Histone H1, Histone H3, *RPRM*, *HSP70* and *MYC*. These upstream regulators such as Histone H1, Histone H3 and the Histone family have already been reported as important regulators for LBH589 treatment. 

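Of the histone genes among these molecules, HIST1H4A lies on chromosome 6 from 26021907 to 26022278, and its signal was 164 on the DMSO array and 732 on the LBH589 array, 7.77-fold higher after scaling. The linker histone genes lie in the same cluster on chromosome 6. HIST1H1C was 11.7-fold higher, from 4779 to 32268, and HIST1H1D was 9.94-fold higher, from 49.1 to 281. HIST1H1A was not well above background in DMSO-treated control cells and was at least 4.34-fold higher. The measurement errors of HIST1H4A, HIST1H1C and HIST1H1D lay between 0.20 and 0.24 on the log2 scale. HIST2H3C has no probe in the part of S1 Dataset used here. The histone variant gene H3-3A, which the array reads with a repeated probe, was slightly lower in LBH589-treated cells, by -0.29 on the log2 scale with a spot SD of 0.082 and 0.077 on the 2 arrays.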

Histones have been widely investigated and are important targets of LBH589. However, there has been no report about the relationship between *RPRM*, *HSP70*, *MYC* and LBH589. This work is the first time to indicate that *RPRM*, *HSP70* and *MYC* may be important regulators during LBH589 treatment. Thus, these results provide new clues to the molecular mechanism of apoptosis induced by LBH589.

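For RPRM, on chromosome 2 from 154333852 to 154335322, the signal was 1716 on the LBH589 array. On the DMSO array it was 5.44, which is not well above background, so the rise was at least 140-fold, where the paper's reported fold change, 548, sets the bright signal against a value near background. The HSP70 genes HSPA1A and HSPA1B lie side by side on chromosome 6. The signal of HSPA1A went from 3390 to 26218, 13.5-fold higher after scaling, and that of HSPA1B from 219 to 659, 5.23-fold higher. The probes of HSPA1A and HSPA1B share at most 14 bases in a row, and whether either also binds RNA of the other gene was not tested. MYC, on chromosome 8 from 128748315 to 128753680, fell from a signal of 6867 to 422, 9.35-fold lower. The measurement error was 0.20, 0.21 and 0.20 on the log2 scale for HSPA1A, HSPA1B and MYC. All of these kept their direction under each scaling. From the IPA of such changes, the paper proposes RPRM, HSP70 and MYC as regulators during LBH589 treatment. It also followed RPRM by PCR and western blot and c-MYC by western blot.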

**Fig 8:**
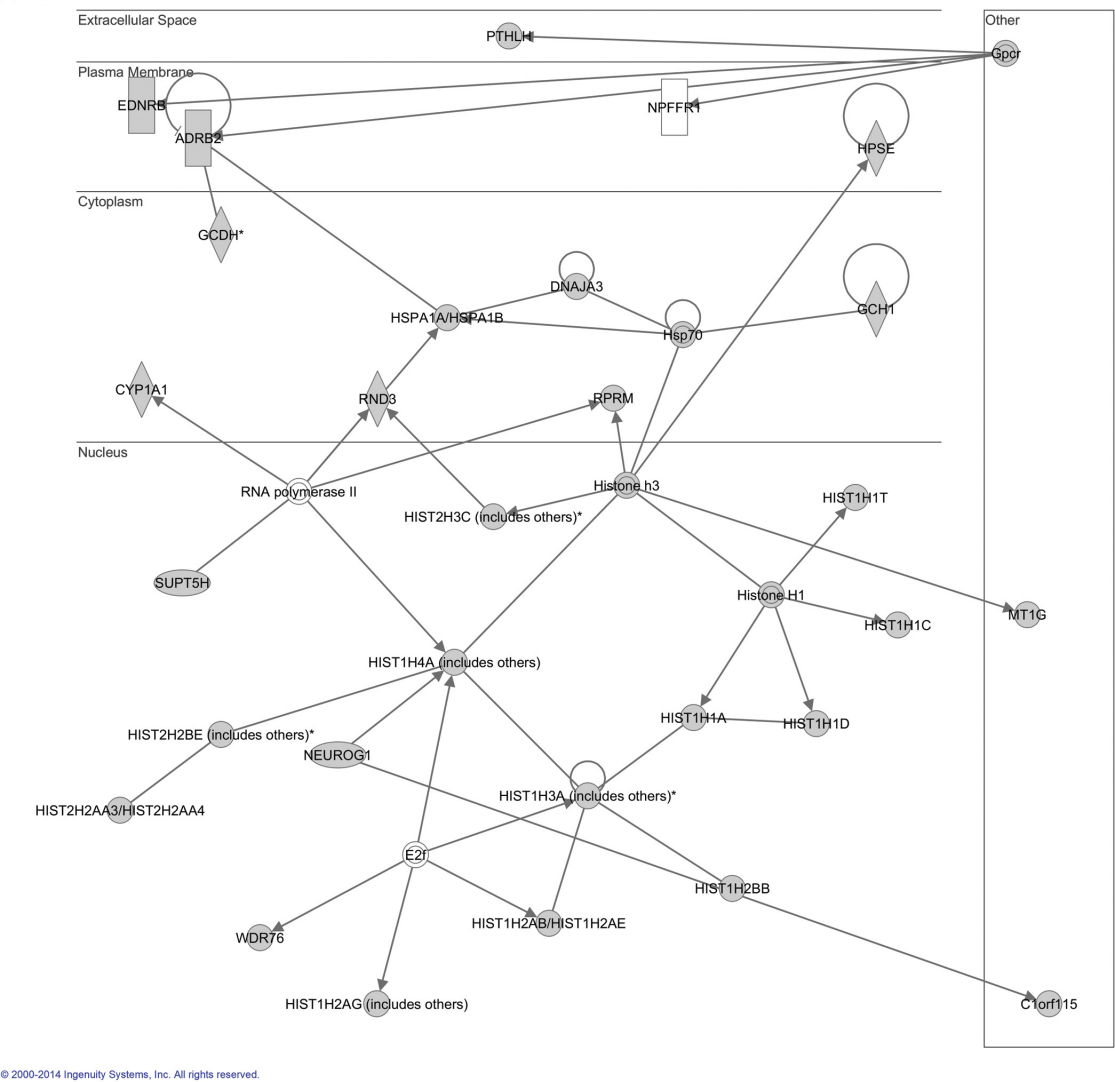
Ingenuity Pathways Analysis (IPA) summary of up regulated genes in SK-NEP-1 cells treated with LBH589. To investigate possible interactions of differently regulated genes, datasets representing up regulated genes in SK-NEP-1 cells treated with LBH589 were imported into the Ingenuity Pathway Analysis Tool. The following data are shown: most highly rated network in the IPA analysis and the network representation of the most highly rated network. Statistical analysis determined that the shaded genes are significant. A solid line represents a direct interaction between the two gene products and a dotted line means there is an indirect interaction.

**Fig 9:**
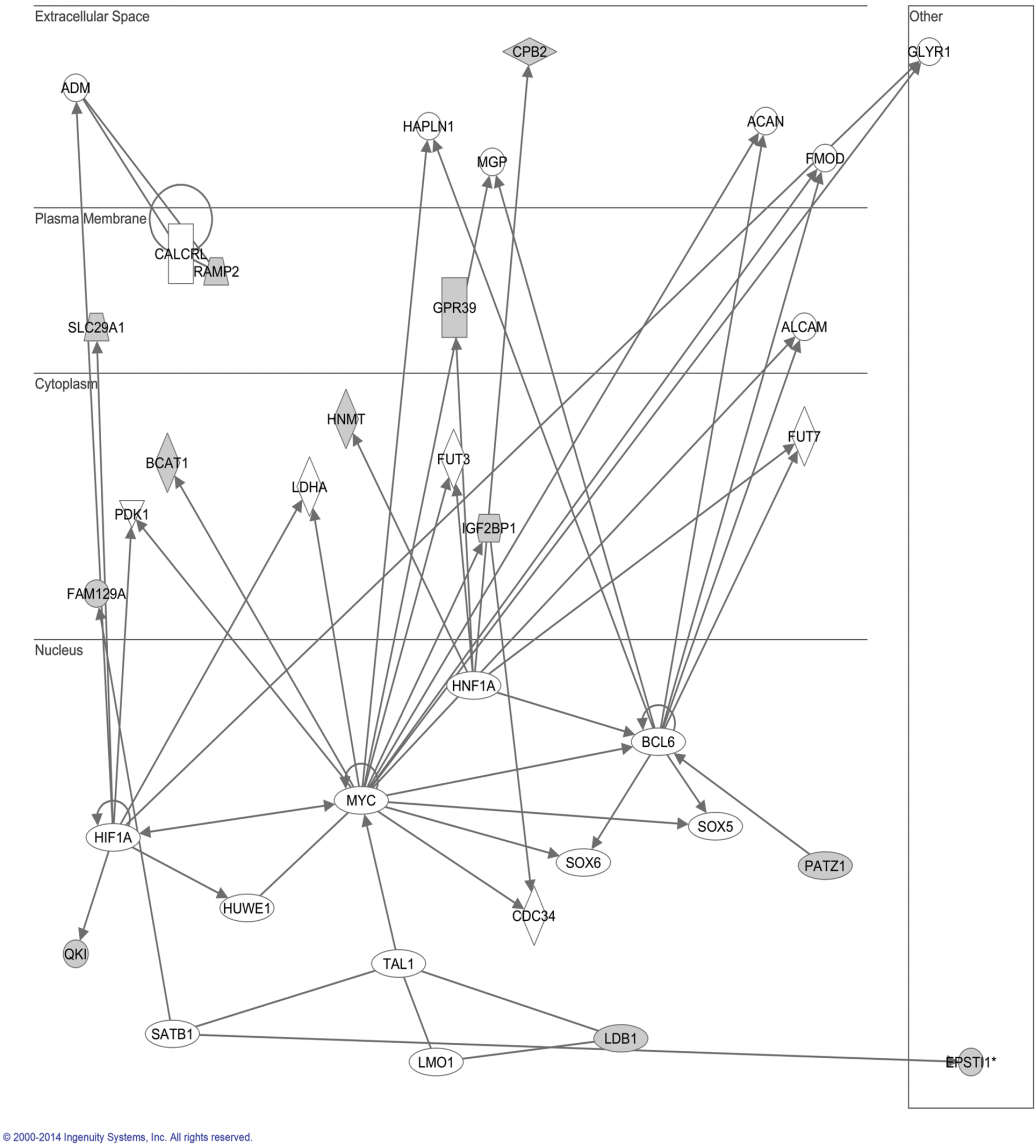
Ingenuity Pathways Analysis (IPA) summary of down regulated genes in SK-NEP-1 cells treated with LBH589. To investigate possible interactions of differently regulated genes, datasets representing down regulated genes in SK-NEP-1 cells treated with LBH589 were imported into the Ingenuity Pathway Analysis Tool. The following data are shown: most highly rated network in IPA analysis. The network representation of the most highly rated network. Statistical analysis determined that the shaded genes are significant. A solid line represents a direct interaction between the two gene products and a dotted line means there is an indirect interaction.

### Real-time PCR and western blot analysis validation of the apoptosis-regulated genes in LBH589-treated SK-NEP-1 cells

To validate the expressions of apoptosis-regulated genes in LBH589-treated SK-NEP-1 cells, we analyzed the expression of eight apoptosis-regulated genes in LBH589-treated SK-NEP-1 cells: *RPRM*, *DHRS2*, *DNAJA3*, *STMN2*, *PRKACA*, *PAM*, *PTPN7* and *EIF2AK2*. Fig 10A showed that the qRT-PCR analysis results were consistent with the microarray analysis. 

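The arrays hold the following values for the 8 genes. RPRM rose at least 140-fold. DNAJA3, on chromosome 16, had a signal of 433 on the LBH589 array and 4.25 on the DMSO array, which is not well above background, and so rose at least 35.4-fold, where the paper's reported fold change is 137. The probe is listed for the transcript NM_001135110 and also for NM_005147, so its rise is not specific to either. STMN2, on chromosome 8, rose 91.4-fold from a signal of 114 to 6013, and the probes of DHRS2 rose 435-fold and 332-fold. EIF2AK2, on chromosome 2, was read by 2 probes that share 49 bases. One fell 12.4-fold, from 365 to 16.9, and the other fell at least 11.6-fold, from 293 to a signal not well above background, where the paper's reported fold change is 34.8.
The spots of PRKACA, PAM and PTPN7 were marked as non-uniform by Feature Extraction on the DMSO array, which means that the brightness varied between the pixels of the spot by more than the scanner's noise model allows. They were left out of all counts. With these spots kept, a choice made after seeing the data, PRKACA, on chromosome 19, fell 1007-fold, from a signal of 76856 to 43.9, PAM, on chromosome 5, fell 331-fold, from 65936, and PTPN7, on chromosome 1, fell 187-fold, from 6896 to 21.2. Before background subtraction, the median pixel of the DMSO spot was 69795 for PRKACA and 59575 for PAM, near the processed signals, but 365 for PTPN7, far below its processed signal of 6896. The probes of the other 5 genes carried no such mark on either array. The probe listed for PRKACA reads its transcript NM_207518; PRKCA, another gene, has no probe in the part of S1 and S2 Datasets used here.

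**Figure D4:**
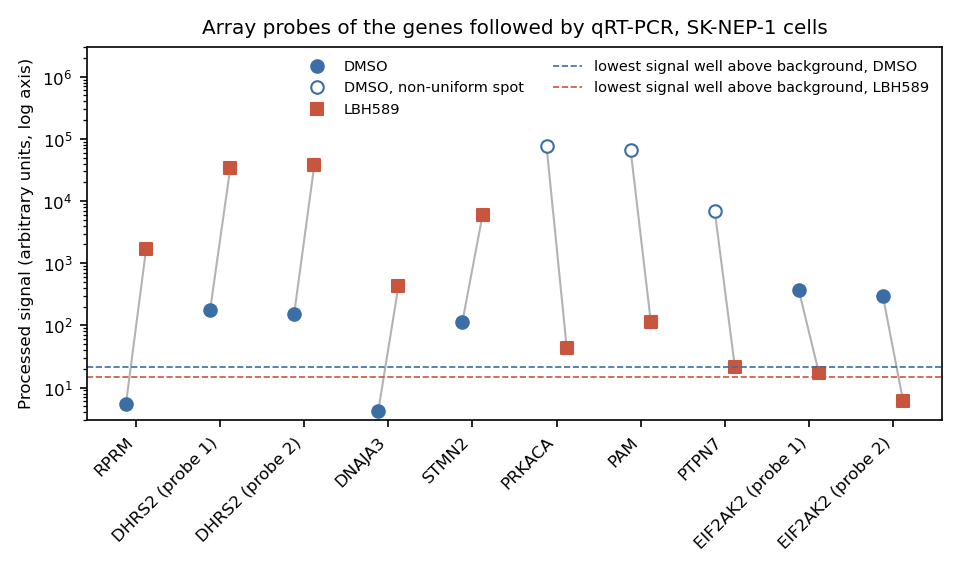
Processed signal (vertical axis, arbitrary units, log scale) of the listed array probes of the 8 genes on the DMSO array (circles) and the LBH589 array (squares), before scaling, in SK-NEP-1 cells. Dashed lines mark the lowest signal well above background on each array (21.3 and 14.5). RPRM and DNAJA3 lie under the DMSO line, and the open circles of PRKACA, PAM and PTPN7 are the spots marked as non-uniform.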

Western blot analysis showed that LBH589 induces hyperacetylation of histone H3K9 and H4K8, and down regulates the expression of c-MYC. Western blot analysis also validated the apoptosis-regulated genes PRKCA, RPRM and DNAJA3 in LBH589-treated SK-NEP-1 cells (Fig 10B).

**Fig 10:**
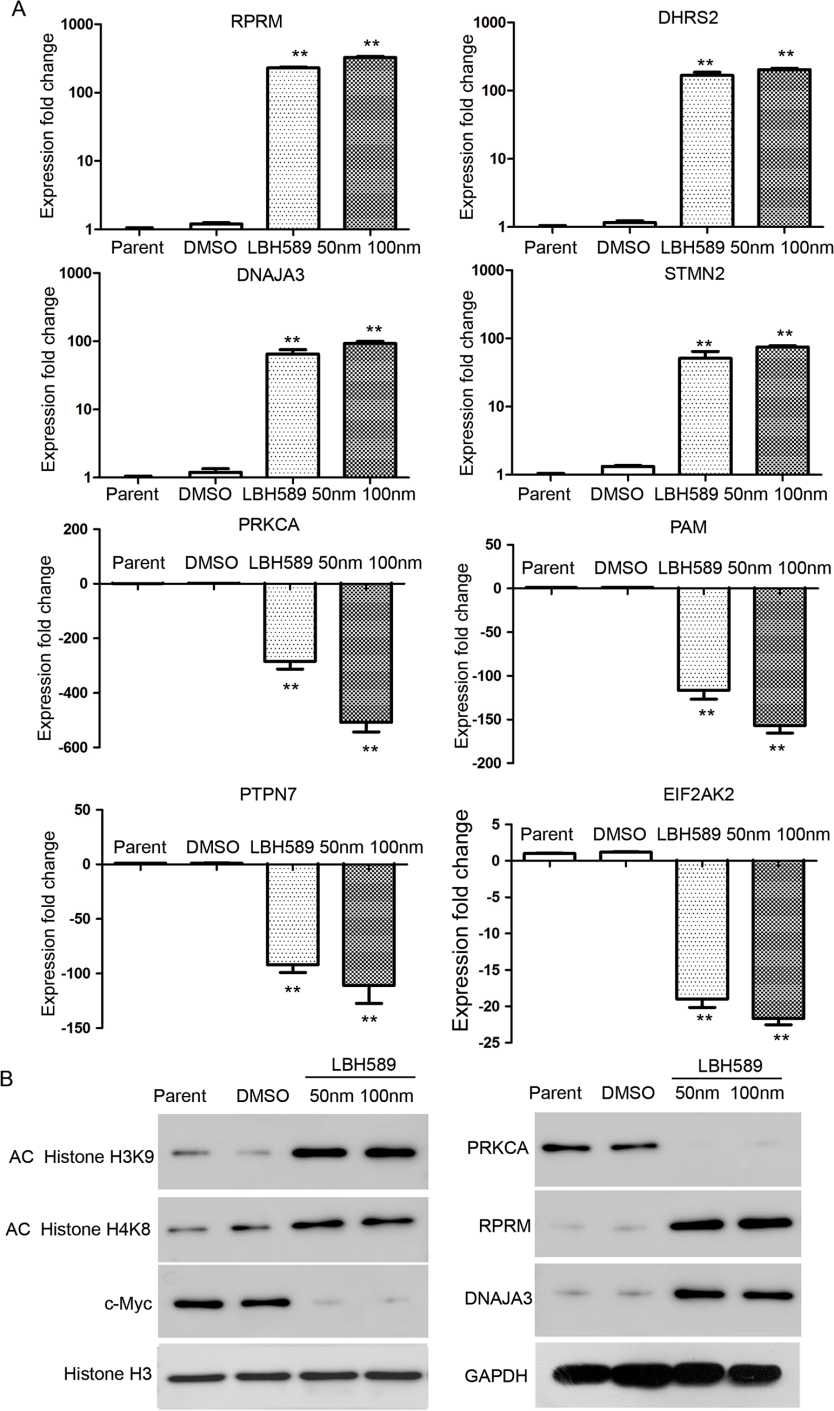
Real-time PCR and western blot analysis validation of LBH589-regulated genes in LBH589-treated SK-NEP-1 cells. (A) Quantitative RT-PCR analysis of *RPRM*, *DHRS2*, *DNAJA3*, *STMN2*, *PRKACA*, *PAM*, *PTPN7* and *EIF2AK2* in LBH589-treated SK-NEP-1 cells. (B) Western blot analysis of AC Histone H3K9, AC Histone H4K8, Histone H3, c-MYC, PRKCA, RPRM and DNAJA3 in LBH589-treated SK-NEP-1 cells.

Up to 90% of wilms tumor patients can be cured with current therapy, but there is still need to improve therapy for aggressive patients [35]. Various HDACs have bee reported involved in different functions and pathways in cells. HDACs expression levels vary in different kinds of cancer cells. HDAC1 has been reported over expressed in gastric and prostate cancers. In lung, colon, esophageal and breast cancers high expression of HDAC1 also indicates poor prognosis. High expression level of HDAC2 was also reported in cervical, colorectal and gastric cancers [36–38]. HDAC3 has also been reported over expressed in prostate, gastric and colorectal cancer patients [39–41]. Over expression of HDAC8 in neuroblastoma correlates with metastasis and poor prognosis. Expression level of HDAC11 is also up regulated in rhabdomyosarcoma [42–44]. The present study indicated that HDACs are also important targets for human wilms tumor cells.

Several structurally diverse HDAC inhibitors have been developed as cancer therapeutic agents and have been shown to cause differentiation, cell cycle arrest, or apoptosis *in vitro* [15]. Now, there are over 490 clinical trials for cancer to investigate the clinical application of HDAC inhibitors. Vorinostat (suberoylanilide hydroxamic acid, SAHA), the first HDAC inhibitor for refractory and relapsed cutaneous T-cell lymphoma (CTCL) has been approved by FDA [45, 46]. LBH589 is a novel pan HDACs inhibitor that possesses potent growth inhibitory activity in Ph(-) ALL cells [47], triple-negative breast cancer (TNBC)[24], hepatocellular carcinoma [29], prostate cancer (PCa) cells [48], relapsed/refractory Waldenstrom macroglobulinemia (WM) [49] and multiple myeloma (MM) [50]. However, to date, the molecular function of LBH589 in WT has remained unknown.

Our results indicated that LBH589 treatment caused inhibition of cell proliferation of SK-NEP-1 and G401 cells in a dose-dependent manner. Cells treated with LBH589 showed more apoptotic feature and abnormal nuclei compared with the control group. In the LBH589 treatment group the G_2_ phase was significantly down regulated, there were more TUNEL positive cells and cleaved PARP, caspase 9 were observed. These results demonstrated for the first time that LBH589 induced apoptosis in SK-NEP-1 and G401 cells. Our research also indicated that LBH589 treatment inhibits the growth of SK-NEP-1 xenograft tumors in nude mice.

These results supported the view that LBH589 has a significant role and few side effects in the treatment of SK-NEP-1 xenograft tumors.

In this study, we analyzed the apoptosis-regulated genes by LBH589 using the Arraystar Human LncRNA Array. LncRNA/mRNA expression profiling data identified 6653 differentially expressed mRNAs in LBH589-treated SK-NEP-1 cells. 8135 lncRNAs were differentially expressed in LBH589-treated SK-NEP-1 cells. This is the first report of lncRNA/mRNA expression profiling related to LBH589 treatment in SK-NEP-1 cells. Our research will focus on the molecule function of these LBH589-related lncRNAs.

Ontological pathway enrichment analysis showed the most enriched GOs targeted by the up regulated and down regulated transcripts were involved in a variety of functions including nucleosome assembly, chromatin assembly, cellular metabolic process and cellular macromolecule metabolic. KEGG pathway annotations of the most enriched pathways identified the cell cycle-related proteins, such as *CCNA2*, *CCNB2*, *CCND1*, *CCND2*, *CDK4*, *CDKN1B* and *HDAC2*. Ingenuity Pathway Analysis identified important upstream molecules such as *HIST2H3C*, *HIST1H4A*, *HIST1A*, *HIST1C*, *HIST1D*, Histone H1, Histone H3, *RPRM*, *HSP70* and *MYC*. Previously, Jove et al showed that LBH589 induces hyperacetylation of histone H3K9 and H4K8 in Ph^-^ acute lymphoblastic leukemia cells [47]. Our research also supported the hyperacetylation function of LBH589 in WT cells. However, our results also indicated that *RPRM*, *HSP70* and *MYC* might be important regulators during LBH589 treatment. Reprimo (*RPRM*), initially identified as a downstream effecter of p53-induced cell cycle arrest at G_2_/M, is a putative tumor suppressor gene that is silenced *via* promoter methylation in several types of human cancer [51–54]. In 83 primary human gastric cancer tissues, *RPRM* gene promoter methylation was cancer-specific and frequently observed. Enforced *RPRM* expression robustly inhibited cell proliferation and anchorage-independent colony formation, as well as enhanced DNA damage-induced apoptosis [55]. *RPRM* may be new target of LBH589, and our result also implied a new network for LBH589 for the first time.

## Conclusions

The present study demonstrated that LBH589 treatment resulted in apoptosis and inhibition of cell proliferation of SK-NEP-1and G401 cells. LBH589 had a significant role and few side effects in the treatment of SK-NEP-1 xenograft tumors. Arraystar Human LncRNA Array analysis provided the expression profile of lncRNAs/mRNAs in LBH589-treated SK-NEP-1 cells. GO, KEGG and IPA analysis identified new targets and network affected by LBH589 treatment. *RPRM*, *HSP70* and *MYC* may be important regulators during the LBH589 treatment. The results may provide new clues to the molecular mechanism of apoptosis induced by LBH589.

## Supporting Information

S1 Dataset Differentially Expressed mRNAs upregulated in SK-NEP-1 cells treated with LBH589. (XLS) Click here for additional data file.

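S1 Dataset gives a row per mRNA probe with the raw and the normalized intensity of the DMSO-treated cells (headed Blank) and of the LBH589-treated cells, the fold change between them, the transcript, its gene symbol and its position on hg19, sorted from the largest fold change down. The normalized intensities are log2 values and equal those of the authors' deposited table to within 5e-05. In that table each array's values follow the log2 processed signal of the scanner closely, with a correlation over probes of 1.00 on either array after rounding. The smallest raw intensity listed is 5, a floor under which the authors set no value. A fold change against a value near this floor, such as that of RPRM, depends on the floor and on the background subtraction. Of the 1002 probes used here, 7 had a spot marked as an outlier on the LBH589 array.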

S2 Dataset Differentially Expressed mRNAs downregulated in SK-NEP-1 cells treated with LBH589. (XLS) Click here for additional data file.

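S2 Dataset has the same columns for mRNA probes that were lower in LBH589-treated SK-NEP-1 cells. Of the 952 probes used here, 4 had a spot marked as an outlier on the DMSO array: PRKACA, PAM, PTPN7 and RTEL1. They include 3 of the 4 probes with a listed fold change of at least 200.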

S3 Dataset Differentially Expressed LncRNAs upregulated in SK-NEP-1 cells treated with LBH589. (XLS) Click here for additional data file.

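S3 Dataset lists up regulated lncRNA transcripts, with the probe that reads each and the relation of the lncRNA to nearby coding genes. Among its 1056 probes used here, 745 have a listed fold change of at least 5, in 945 rows. The spot was marked as an outlier for 4 probes, among them the first row, XLOC_004991, whose listed fold change is 3340 and whose signal was 44.2 on the DMSO array and 95382 on the LBH589 array.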

S4 Dataset Differentially expressed LncRNAs downregulated in SK-NEP-1 cells treated with LBH589. (XLS) Click here for additional data file.

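S4 Dataset lists down regulated lncRNA transcripts in the same form. Among its 946 probes used here, 432 have a listed fold change of at least 5, in 628 rows. The spot was marked as an outlier on the DMSO array for 7 probes, which include 4 of the 8 probes with a listed fold change of at least 200. The first row, the transcript BG943147, has a listed fold change of 4611 and signals of 157091 on the DMSO array and 22.7 on the LBH589 array.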

S5 Dataset Summary of KEGG analysis the differentially expressed mRNAs in SK-NEP-1 cells treated with LBH589. (XLS) Click here for additional data file.

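For each of 36 KEGG pathways, S5 Dataset gives the number of chosen genes in the pathway, the number of chosen genes overall, the number of pathway genes and the number of genes in the background, followed by the p-value of Fisher's exact test, a false discovery rate, an enrichment score and the chosen genes by name. The counts are in genes, so several probes of a gene count once.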

How the deposited data were processed for this re-analysis (not part of the article)

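Gene expression was measured in the 2 deposited samples of the SK-NEP-1 cell line, 1 treated with 100 nM LBH589 for 24 h and 1 treated with DMSO, each on 1 Arraystar Human LncRNA array (1 colour, Cy3). The control sample is headed Blank in S1 to S4 Datasets and is the DMSO-treated culture of the study. The paper's text refers to another publication for the array procedure and does not name the normalization.

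The authors deposited, for each array, the output of Agilent Feature Extraction 11.0.1.1, in which the brightness of every spot is given as an intensity: the processed signal (background subtracted within the array, not normalized between arrays), its error, the median pixel signal of the spot and of its background, and flags that are 0 or 1, with no other score. The authors also deposited a table of processed values on the log2 scale for 41891 probes, normalized between the arrays in a way the text does not name. They have a floor of 5 before the logarithm and are identical to the normalized intensities of S1 to S4 Datasets to within 5e-05.

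From the deposited intensities the following was computed. Spots of control probes and spots flagged as non-uniform or as population outliers on either array were left out (54 spots on the DMSO array and 70 on the LBH589 array among non-control spots). The log2 processed signals of the spots of a probe were averaged, each array was set against the 75th percentile over its 58921 probes, and the difference of LBH589 minus DMSO was taken. Probes well above background on at least 1 array entered the counts. Where only 1 array was well above background, the dim side was replaced by the higher of its own signal and the lowest signal well above background on that array, which gives a lower bound of the difference. Thresholds of 2-fold and 5-fold were used, as in the paper. The calculation was tested on simulated data made from the 58921 probes of this comparison. Both simulated arrays were drawn around the DMSO signals with the spot error alone. The 200 changed probes were bright on the DMSO array and were moved by more than 5-fold. All 200 were recovered at 5-fold, which this setting largely fixed in advance. Of the unchanged probes 178 passed 2-fold and 10 passed 5-fold, counts that leave out differences between cultures. Recovery among dim probes was not tested. The median of all differences among probes well above background on both arrays was -0.035, and -0.83 without scaling.

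No test was made between the conditions, since each has 1 array. Both arrays lie on 1 slide and in 1 scan, so neither can act as a batch, but culture, RNA preparation and labeling cannot be separated from the treatment. The number of arrays limits the precision of every value. The errors quoted are those Feature Extraction gives for the spot, or the SD between spots of repeated probes, and leave out the variation between cultures. Signals of the added spike-in probes were low, with a median of 21.2 on the DMSO array and 10.2 on the LBH589 array, so scaling by spike-ins, an alternative set in advance, was not run.

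The scanner files name the probes by identifiers only. Gene names, classes and positions (hg19, counted from 1) come from the rows of S1 to S4 Datasets used here, which are the first 1002 of 3162, 952 of 3426, 1406 of 3910 and 1363 of 4125 rows. The 19 repeated probes used carry RefSeq accessions, all of which were matched to symbols in a RefSeq gene table of assembly GRCh38.p14, used for names only. Because probes outside the listed rows have no gene name here, the medians and percentiles of gene lists, and the counts of mRNAs and lncRNAs at 2-fold, that had been planned could not be made as planned; the values of the listed probes and the counts over all probes are given in their place. No overlap or enrichment was computed from the listed rows. The KEGG p-values were recomputed from the counts in S5 Dataset by a 1-sided Fisher's exact test.

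The genes named in the text are those the study names for the array, PCR, western blot, KEGG or IPA results, the 10 mRNA probes and the 5 lncRNA probes that rose most and fell most among probes well above background, not saturated and not flagged on both arrays, and members of gene lists where the text speaks of a list. The lists of histone, HDAC, G2 and M phase, S phase and replication and Ewing sarcoma marker genes were fixed before the array files were examined; those of interferon-stimulated and neuronal genes were also fixed then, but after S1 and S2 Datasets had been read. The shaded genes of Fig 8 and Fig 9 were read from the figures. APPL1, RTEL1, XLOC_004991, BG943147, GRM4, MTX1 and H3-3A were chosen after their values were seen, as were the network and pathway genes singled out at the claims. Values of some single genes are not reported here.

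The alternatives were quantile normalization, normexp background correction with an offset of 50 followed by quantile normalization, no scaling, the 75th percentile over probes well above background on both arrays, the deposited table of processed values, only probes well above background on both arrays, no filter, the probe's own value in place of the bound, signals floored at 5, distinct gene symbols and, for KEGG, a 2-sided test and the EASE score. Normexp was run on the median pixel signals, since mean pixel signals were not in the files used here. Keeping the outlier-flagged spots, and reading GAPDH and PGK1 by their control probes, were added after seeing the data. Calculations used R 4.3.3 with limma 3.58.1 (normexp) and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3; figures were drawn with matplotlib 3.10.9. The PCR, western blot, cell death and xenograft experiments were not analysed here.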

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

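The test of the MTX1 and GRM4 probes in this part was chosen after the values had been seen.

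The paper does not discuss the repeated probes of MTX1 and GRM4, which differed by more than 2-fold between LBH589-treated and DMSO-treated SK-NEP-1 cells with all spots of one array beyond all spots of the other. MTX1, over 8 spots, was lower by -1.26 on the log2 scale, from a mean signal of 20707 to 4962. GRM4, over 9 spots, was higher by 1.60, from 53.5 to 93.5 before scaling. The smaller of these differences, in units of spot SD, was 9.42 times the larger SD of its spots, which argues against error between spots. The directions held under every scaling, with MTX1 between -1.18 and -2.06 and GRM4 between 0.81 and 1.68. GRM4 is dim and its raw signals differ by less than 2-fold, so its size depends on the scaling. Each probe reads a single stretch of its gene on 1 array per condition, so a difference between the cultures that has nothing to do with LBH589, or a change of transcript ends, may also give such values and was not tested. A response to LBH589 remains a hypothesis.

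Of the 877 probes that were well above background on both arrays but have no row in the table of processed values used here, 85 differed by at least 5-fold, 79 of them higher and 6 lower in LBH589-treated cells. This is 9.69% of these probes, against 3.58% of the probes that have a row. The largest rise among them was 5.39 on the log2 scale and the largest fall -3.75. Their genes are not named here. Why these probes have no row, and whether they share a gene family, was not tested, and no biological explanation was tested.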

How the results depend on the processing

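The alternatives were set before the data were examined, except normexp on median pixel signals, keeping the outlier-flagged spots, reading GAPDH and PGK1 by their control probes and following the single probes of pathways, networks and lists, which were added after. No paired analysis was possible because each condition has 1 array. Spike-in scaling was not run, and gene lists beyond the listed probes, as well as classes of probes at 2-fold, gave no value under any setting.

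Quantile normalization, the 75th percentile over probes well above background on both arrays and keeping the outlier-flagged spots left every count over all probes, of mRNA probes and of lncRNA probes within 1.5 times its main value. Without scaling, the 2-fold counts over all probes went from 5094 higher and 4252 lower to 1802 and 16249, and the 5-fold counts from 1035 and 684 to 477 and 1963, so that the share of higher probes fell from 54.5% to 9.98% at 2-fold and from 60.2% to 19.5% at 5-fold. At 5-fold the mRNA probes went from 448 and 446 (50.1% higher) to 193 and 767 (20.1% higher), and the lncRNA probes from 474 and 232 (67.1% higher) to 227 and 505 (31.0% higher). These counts by class leave out the probes of no known class, of which 691 were 5-fold lower without scaling against 6 in the main setting, so the counts 767 and 505 and the shares beside them are not those of the full classes. The shift toward lower values follows from the construction of that setting, which leaves the median difference at -0.83.

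Normexp background correction with an offset of 50 gave 2474 higher and 2271 lower probes at 2-fold, 406 and 249 at 5-fold, 180 and 169 for mRNA and 166 and 78 for lncRNA at 5-fold. With the probe's own value in place of the bound, or with signals floored at 5, 1687 probes were 5-fold higher, among them 690 mRNA and 832 lncRNA probes, and 398 lncRNA probes were 5-fold lower. With no filter, 9256 and 6560 probes passed 2-fold, 1948 were 5-fold higher, and at 5-fold 691 mRNA and 833 lncRNA probes were higher and 398 lncRNA probes lower. Only probes well above background on both arrays left 315 lncRNA probes 5-fold higher. The deposited table gave 1057 probes 5-fold lower, and 741 lncRNA probes higher and 424 lower. The cause of each was not tested beyond the construction of the setting. Signal over background sets the limit here: 6955 probes were well above background on 1 array only, and for these the size of the difference is a bound.

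The median rise of the listed histone probes was 2.16 without scaling, below the main 2.96 by more than their SD, and stayed within it otherwise. The listed interferon-stimulated, neuronal and Ewing sarcoma marker probes stayed within their SD under all settings. The KEGG p-values of the cell cycle, p53 signaling and apoptosis stayed under 0.05 in each of the tests run. Of the 36 pathways listed, all of which were under 0.05 in the 1-sided test, 29 were so in the 2-sided test and 24 with the EASE score. Of 196 single probes of the genes, pathways, networks and lists examined, none changed direction under any setting that gave it a direction. Probes named through S1 to S4 Datasets come from rows listed as changed, and a bound was not taken past 0. Their constant direction is therefore largely fixed by that selection. Without scaling 173 moved by more than their measurement error, and the bounds of UHRF1 and of 1 probe each of GAP43 and NRG1 fell to 0, which leaves them without a direction. Under normexp 169 moved by more than their measurement error, 46 of 194 under the deposited table, 37 of 196 each with no filter, with the probe's own value and with signals floored at 5, and 1 with the 75th percentile over probes well above background on both arrays. None moved under quantile normalization. None moved with the outlier-flagged spots kept or, among the 143 left, with only probes well above background on both arrays. The last of these settings leaves the value of each probe as it is, and keeping flagged spots hardly alters unflagged probes. For both, the lack of movement was fixed by construction.

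Genes read by several probes are less certain than their spots. The repeated probe of GAPDH differed by 0.11, its 3-prime control probe by 0.21 and its 5-prime control probe by -0.14. For PGK1 the repeated probe gave -0.91, the 3-prime control probe 0.24 and the 5-prime control probe -0.31. The causes were not tested here beyond the tests of PGK1 given under other observations.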

Differences from the paper's values

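No value of the main setting differed from the paper's by the limits used. A lower bound under the paper's value was not counted as different, so for such probes this was fixed by the rule. On the log2 scale RPRM rose at least 7.13, where the paper's reported value is 9.10. DNAJA3 rose at least 5.14, where it is 7.10. The paper's reported counts of mRNAs changed 5-fold, 664 up regulated and 632 down regulated, compare with 448 and 446 probes here, less than 1.5 times apart. The class of a probe is known here only from rows that S1 to S4 Datasets list as changed, so no other mRNA probe can enter these counts and their nearness to the paper's is largely fixed by that selection. Probes of no known class are left out, of which 113 were 5-fold higher in the main setting and 424 with no filter. The counts stayed within 1.5 times under quantile normalization, the deposited table of processed values (645 and 624), no filter (691 and 573), the probe's own value in place of the bound (690 and 573) and signals floored at 5 (690 and 573). They did not with only probes well above background on both arrays (344 and 364), with distinct gene symbols (414 and 384) and under normexp, added after seeing the data (180 and 169); without scaling the up regulated count was 193, and with the 75th percentile over probes well above background on both arrays the down regulated count was 405. The recomputed KEGG p-value of the cell cycle equals the paper's 7.48e-05, while the EASE score gave 0.000172. Taken in full, S1 and S2 Datasets have 6588 rows where the paper reports 6653 mRNAs, and S3 and S4 Datasets have 8035 rows where it reports 8135 lncRNAs.

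The paper reports PRKACA, PAM and PTPN7 as down regulated genes found on the array. In the main setting these probes have no value, because their spots on the DMSO array were marked as non-uniform. Under the deposited table of processed values, which keeps such spots, the paper's reported fold changes are 1153, 364 and 214. With the marked spots kept, a setting chosen after seeing the values, the falls were 1007-fold, 331-fold and 187-fold.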

Other observations

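The tests of the flagged spots, of the second probes with none listed, of signals near background, of PGK1, of the histone probes and of the lncRNA rows were chosen after the results had been seen. The tests of spot error and of a spatial trend over all probes, and of second probes for unflagged spots, were chosen before.

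Some of the largest fold changes rest on spots that Feature Extraction marked as non-uniform. Among probes of S1 to S4 Datasets with a listed fold change of at least 100, 10 of 49 (20.4%) had such a spot, against 12 of 3907 (0.307%) below 100. They include the first row of S2 Dataset (PRKACA), of S3 Dataset (XLOC_004991) and of S4 Dataset (BG943147), and 3 of the 8 genes followed by PCR. Over all 44 non-uniform spots of non-control probes on either array, 42 were brighter on the array where the mark was set, by a median of 5.76 on the log2 scale. Unflagged probes of the same brightness exceeded the other array by a median of 0.17, and by at most 0.74 in 1000 draws. On the DMSO array all 17 such spots were lower in LBH589-treated cells, and on the LBH589 array 25 of 27 were higher. A candidate explanation is debris or uneven hybridization that brightened these spots on 1 array. For PTPN7 the median pixel of the DMSO spot was only 365, but for PRKACA and PAM it was 69795 and 59575, so those spots were bright over most of their area. A true change of PRKACA, PAM or PTPN7 stays open, since the arrays hold no second probe of these genes with a name here and the paper's PCR is a separate measurement that was not analysed here.

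Second probes were matched by gene symbol. Of 39 unflagged probes at 100-fold or more, 12 probes, of 9 RNAs, have another listed probe that shares no 20 bases with them. In all 12 the other probes moved the same way. The sizes differed, as for OAS1 (-6.79, and -4.19 for another probe), XLOC_000027 (11.48 and 8.32) and RP11-325I22.2 (11.59 and 7.62). For ERICH1-AS1 (at least 6.67 and at least 2.03) and AC104655.3 (at least 5.18 and at least 0.86) both values are bounds, so their distance was not measured. A second probe was read only where it was itself listed as changed, so the shared direction is partly fixed by that selection, and whether spot artifacts lie behind some of the 12 stays open. The other 27 probes have no second listed probe under the same symbol that shares no 20 bases with them. A second probe listed under another name was missed by this matching. A chromosome 11 lncRNA probe (-7.94) is such a case, since a listed probe of AK124179 (-6.05) reads transcripts in common with it. The 27 probes include both listed probes of DHRS2, which share 51 bases but are read on spots of their own. These rose by 8.38 and 8.76 on the log2 scale, so an artifact of a single spot would not account for both. Where no other probe of the RNA is listed, an artifact of the spot cannot be told apart from a change of the RNA.

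Over all probes, error of the spots does not account for the number of 2-fold differences. When both arrays were redrawn around 1 common value per probe with the errors of Feature Extraction, 31.7 probes on average passed 2-fold, against 7675 observed among probes well above background on both arrays. Differences of neighbouring spots had a correlation of 0.022 over 114930 pairs of spots, where shuffled spots gave at most 0.0084, so a spatial trend is present but far too small to account for them. Of the 5-fold differences, 1294 were among probes well above background on both arrays. They are 75.3% of those counted with the bound but 48.4% of those counted with the probe's own value, so how far signals near background make up the 5-fold differences depends on the setting and stays open. Differences between the 2 cultures unrelated to LBH589, and between the labeling of the 2 RNAs, may add to the count and cannot be examined with 1 array per condition.

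The lncRNA rows of S3 and S4 Datasets repeat probes. Of the rows used here, 27.7% repeat a probe already listed, against 0 of the mRNA rows, so the number of changed lncRNAs that the paper reports may count transcripts that a shared probe cannot separate.

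The 43 risen histone probes may partly read the same RNAs. Of these, 25 share at least 20 bases with another, and for them several transcripts and a single transcript cannot be told apart. The other 18 share no such stretch, and all 18 rose, with a median of 2.95 on the log2 scale, which argues against a single transcript behind the whole pattern. Whether the amount or the polyadenylation of histone mRNA changed was not tested. H3-3A did not rise (-0.29).

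The 3 probes of PGK1 gave differences 1.15 apart on the log2 scale, although the largest SD between spots of any of them was 0.24, so error between spots does not account for the gap. The 5-prime control probe fell against the 3-prime control probe by -0.55 for PGK1 and by -0.34 for GAPDH, as a loss of 5-prime signal in the RNA of the LBH589-treated cells would give. With 2 genes and 1 array per condition, such a loss and a change in the transcripts cannot be told apart. Among 110 genes with at least 2 listed mRNA probes measured on both arrays, the SD between probes of a gene was 0.47 on the log2 scale, above the error of a spot.

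In a list of 30 interferon-stimulated genes, chosen after S1 and S2 Datasets had been read, 14 genes have probes among the down regulated mRNAs used here and none among the up regulated ones. Of their 19 probes, 10 were well above background on both arrays and the median difference was -3.52. OAS1 was read by 3 probes (-4.10, -4.19 and -6.79), IRF9 fell from a signal of 3455 to 110 and BST2 from 2299 to 131. EIF2AK2, which the paper follows as an apoptosis gene, is on this list, and IFNB1 fell from a signal of 933, by -5.15. In a list of 40 neuronal genes, also chosen after those tables had been read, 14 genes were among the up regulated mRNAs and none among the down regulated ones, with a median of 2.68 over 16 probes, of which 8 were well above background on both arrays. STMN2, which the paper follows by PCR, is on that list. Of 21 Ewing sarcoma marker genes, 8 were among the down regulated mRNAs and none among the up regulated ones, with a median of -2.58 over 10 probes; CAV1 fell by -4.66 and -4.19 and NKX2-2 fell at least 11.5-fold. No test of these lists was possible on the part of the tables used here.

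Of 30 G2 and M phase genes, FOXM1 and PLK1 were among the listed down regulated mRNAs and none among the up regulated ones. Of 30 S phase and replication genes, MCM7 and TYMS were down regulated and UHRF1 up regulated, at least 1.59-fold. None of 11 HDAC genes was among the listed rows. Probes of NRG1 and PHACTR1 are listed in both directions, the only such genes among 172 with at least 2 listed mRNA probes. For PHACTR1 1 probe rose 12.8-fold and the other fell at least 1.77-fold, and for NRG1 3 probes fell, by at least 4.29-fold, while 1 that reads another transcript rose at least 1.49-fold.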
